# miR-216b regulation of c-Jun mediates GADD153/CHOP-dependent apoptosis

**DOI:** 10.1038/ncomms11422

**Published:** 2016-05-13

**Authors:** Zhenhua Xu, Yiwen Bu, Nilesh Chitnis, Costas Koumenis, Serge Y. Fuchs, J. Alan Diehl

## Abstract

The ability of the unfolded protein response, UPR, to regulate cell homeostasis through both gene expression and protein synthesis has been well documented. One primary pro-apoptotic protein that responds to both PERK and Ire1 signalling is the CHOP/GADD153 transcription factor. Although CHOP deficiency delays onset of cell death, questions remain regarding how CHOP regulates apoptosis. Here, we provide evidence demonstrating that CHOP/GADD153-dependent apoptosis reflects expression of micro-RNA, miR-216b. MiR-216b accumulation requires PERK-dependent induction of CHOP/GADD153, which then directly regulates miR-216b expression. As maximal expression of miR-216b is antagonized by Ire1, miR-216b accumulation reflects the convergence of PERK and Ire1 activities. Functionally, miR-216b directly targets c-Jun, thereby reducing AP-1-dependent transcription and sensitizing cells to ER stress-dependent apoptosis. These results provide direct insight into the molecular mechanisms of CHOP/GADD153-dependent cell death.

## Abstract (web summary)

The transcription factor CHOP/GADD153 regulates apoptosis in response to the unfolded protein response. Here the authors show that CHOP/GADD153 regulates the expression of miR-216b, which targets c-Jun and sensitizes cells to ER stress-dependent apoptosis.

The endoplasmic reticulum (ER) serves as a nexus for the folding and maturation of proteins that transit the secretory pathway. Proteins are imported co-translationally whereupon they undergo additional energy intensive post-translational modifications before folding and maturation. Protein folding is both regulated and sensed by ER resident chaperones, such as Grp78/BiP and Grp94 (refs 1, 2, 3, 4, 5). Under conditions where protein production out paces protein folding capacity, for example, under nutrient-deficient conditions as might occur during neoplastic growth, misfolded proteins accumulate in the ER triggering a stress sensing/adaptive pathway referred to as the unfolded protein response (UPR).

Mammalian cells contain three ER transmembrane proteins that function as proximal effectors of the UPR. Inositol-requiring enzyme, Ire1, isoforms (α, ubiquitously expressed; β tissue restricted) are composed of a luminal domain that senses stress, a single transmembrane domain, and a cytosolic tail that contains both a protein kinase domain and an RNase domain^6^,^7^. Ire1 triggers increased expression of numerous ER chaperones through activation of the X-box-binding protein 1 (Xbp1) transcription factor^8^,^9^. Accumulation of Xbp1 is mediated by the RNase and splicing function of Ire1; stress-induced splicing generates a shorter Xbp1 mRNA that is more efficiently translated^10^,^11^. Protein kinase RNA-like ER kinase (PERK) is activated in a manner analogous to the Ire1; it catalyses serine 51 phosphorylation of eIF2α resulting in repression of protein synthesis^12^,^13^,^14^. The third signalling component are the transmembrane transcription factors ATF6α/β (refs 15, 16). Although normally tethered to the ER, upon stress, ATF6 migrates to the trans-Golgi, where it is processed by S1P and S2P proteases to release the N-terminal DNA-binding transcription factor domain^17^,^18^,^19^. Activation of PERK, Ire1 and ATF6 is mediated by sequences within their respective luminal domains to which the ER chaperone, BiP, binds^20^. Activation is triggered by increased unfolded proteins, which compete for BiP binding.

The ability of the UPR to regulate protein synthesis, gene expression and contribute to cell homeostasis has been well documented. However, an added layer of communication that entails the regulation of small non-coding RNAs, micro-RNAs, was recently revealed. Micro-RNAs are 20–22 nucleotide molecules that generally impact protein expression by virtue of their capacity to degrade target mRNAs or reduce their efficiency of translation^21^,^22^. During the past 4–5 years, work from several groups has revealed that all three branches of the UPR regulate specific subsets of micro-RNAs^23^,^24^,^25^,^26^,^27^. The modes of regulation include Ire1-mediated micro-RNA degradation^25^, ATF4-dependent and ATF6-dependent transcription^27^. The consequences of micro-RNA induction include the modulation of protein expression as would be expected, while certain micro-RNAs also directly contribute to regulated gene expression^27^.

The UPR can communicate both pro-adaptive and pro-apoptotic signals. Ambiguities remain regarding whether an adaptive or apoptotic signal is generated given that all three transducers have been associated with both survival and apoptosis under varying conditions (9,28,29,30,31,32,33,34). One primary pro-apoptotic protein that responds to both PERK and Ire1 signalling is the CHOP/GADD153 transcription factor. Although CHOP deficiency delays onset of cell death, questions remain regarding how CHOP regulates apoptosis. The data presented here reveal evidence for CHOP-dependent micro-RNA, miR-216b, which subsequently suppresses c-Jun expression thereby, triggering cell death.

## Results

### MiR-216b is induced by the UPR

To identify micro-RNAs that are induced following prolonged ER stress, RNA harvested from NIH3T3 cells challenged with tunicamycin (Tu) was subjected to micro-array analysis. 

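The arrays covered mouse NIH3T3 fibroblasts before treatment and after 2, 5 and 10 h in 2 μg ml-1 tunicamycin, an inhibitor of N-linked glycosylation that causes ER stress, with 3 arrays for each of the 4 time points. The series holds no untreated arrays at 2, 5 or 10 h. Effects of tunicamycin therefore cannot be told apart from those of time in culture or handling. Total RNA was labelled with biotin and hybridised to GeneChip miRNA arrays. The authors deposited a log2 value per probe set and array, made with RMA according to the submitters' processing notes, for 1412 mouse probe sets. Of these, 717 read mature miRNAs under a plain mouse name and were tested, 690 read hairpin precursors and were fitted apart, and 5 carried an older annotation name and were left out. Array medians lay between 2.60 and 2.67 over the 1412 probe sets, and between 3.40 and 3.65 over the 717 tested ones. The deposited tables hold no detection calls, so a background limit was set for each array from the spread below its most frequent value, after the data were seen. It lay between 2.96 and 3.22 on the log2 scale, and between 52.2% and 55.8% of the tested probe sets of an array were above it. Where all arrays of a time point were at or below the limit, the change is given as at least so many fold, from the mean of the brighter time point over the limit of the dimmer one, and no fold is given where both time points were below it.
Each time point was compared with 0 h in limma, with all 12 arrays in one fit, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over the 717. With 3 arrays against 3, an exact permutation test of a single miRNA cannot give a p below 0.1, so the calls rest on the spread pooled in the fit. The legend of Fig. 1 gives means of 3 independent experiments without tying this to the arrays. Neither the rest of the paper's text nor the sample labels say whether the 3 arrays of a time point came from separate cultures. The p-values therefore measure only the spread between these arrays, which may be technical. In simulated data with the spread of these arrays and 200 of 717 probe sets changed between 0 h and 10 h, the fit recovered 55.3% of log2 changes of 0.5, 91% of changes of 1 and 98.9% of changes of 2. The simulated noise was independent between arrays and probe sets, and 200 is more than the 91 called at 10 h. These shares may therefore be higher than in the real data.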

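MiR-211, which lies on chromosome 7 from 71350692 to 71350797 in the array annotation, whose genome build is not given in the sources used here, gave values at the array background. Its log2 value was 2.20 ± 0.70 (SD, n = 3 arrays) before treatment, 1.98 ± 0.10 after 2 h, 2.50 ± 0.92 after 5 h and 2.11 ± 0.10 after 10 h. A single array of the 12, the second at 5 h, was above its background limit, with a value of 3.55, and the second array at 0 h was the next highest with 3.00. No time point passed the limma test against 0 h, with adjusted p values of 0.78 at 2 h, 0.77 at 5 h and 0.91 at 10 h, and no fold is given because nearly all values were below the limit. Without the second 0 h array, the difference at 10 h was 0.30 on the log2 scale, against −0.09 with it. The closely related miR-204, which shares its seed sequence, was below the limit on all 3 arrays of every time point, with a mean log2 value of 1.91 at 0 h and 1.74 at 10 h.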

MiR-211, not represented in this figure, induction was assessed as an internal control. MiR-216b and miR-217 exhibited increased expression throughout the time course (Fig. 1a). 

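MiR-217 and miR-216b had the largest rises of all miRNAs called at 10 h. MiR-217 reached a log2 value of 6.60 ± 0.30 (SD, n = 3 arrays) from 4.28 ± 0.11 at 0 h, a 5.00-fold rise. MiR-216b reached 6.97 ± 0.16 from 5.08 ± 0.22, a 3.72-fold rise. In limma, the log2 fold changes were 2.32 for miR-217 (standard error 0.20, adjusted p = 1.0e-06) and 1.90 for miR-216b (standard error 0.16, adjusted p = 8.3e-07), and all 3 arrays at 10 h lay above all 3 at 0 h for both. At the earlier times both were higher than at 0 h on every array, but by less. MiR-216b had log2 differences of 0.43 at 2 h (adjusted p = 0.091 in limma) and 0.39 at 5 h (adjusted p = 0.17). MiR-217 had 0.18 at 2 h (adjusted p = 0.64) and 0.44 at 5 h (adjusted p = 0.24). Among only the brighter 50% of probe sets, miR-216b passed the test at 2 h (adjusted p = 0.033).

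**Figure D1:**
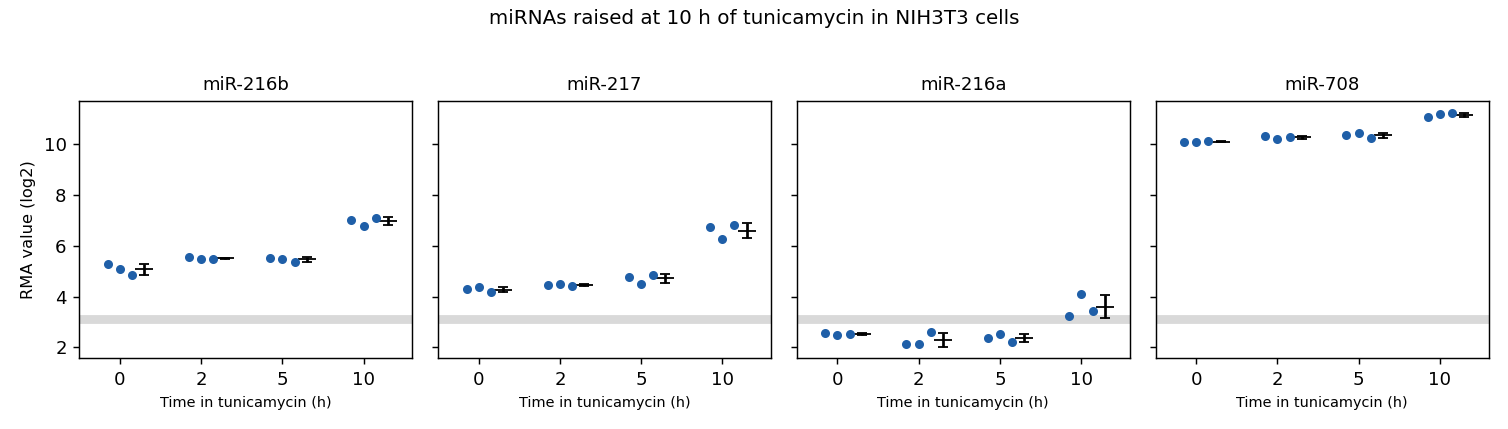
Log2 RMA values of miR-216b, miR-217, miR-216a and miR-708 against hours in tunicamycin, with time points evenly spaced. Each point is 1 array, the bars are the mean and SD of 3 arrays, and the grey band spans the background limits of the arrays, from 2.96 to 3.22. All 3 arrays at 10 h lie above the arrays of the other times for each miRNA.

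The third miRNA of the cluster, miR-216a, was below the background limit at 0, 2 and 5 h and above it on all 3 arrays at 10 h, a rise of at least 1.43-fold (adjusted p = 0.0059 in limma). In the array annotation the 3 hairpins lie on the plus strand of chromosome 11, miR-216b from 28646191 to 28646276, miR-216a from 28657012 to 28657083 and miR-217 from 28663728 to 28663835. In the annotation of the mouse assembly GRCm38.p6, used here for names and neighbours only, the miR-216b gene lies within the long non-coding RNA gene Mir217hg. The miR-216a and miR-217 genes do not lie within it there. The cluster as a list, written before the files were examined but after the paper's report of these arrays had been read, is not independent evidence of a rise. It had 0 of 3 members called in limma at 2 h and at 5 h, with 1 and 2 at an unadjusted p under 0.05, and 3 of 3 at 10 h (adjusted over the list alone, 1 at 2 h, 0 at 5 h and 3 at 10 h). MiR-708, which the paper lists among miRNAs induced through PERK, rose by 1.07 on the log2 scale at 10 h (standard error 0.057, adjusted p = 3.5e-09 in limma), from 10.10 ± 0.01 to 11.17 ± 0.08 (SD, n = 3), and by 0.26 at 5 h (adjusted p = 0.013). Of 26 alternatives, 6 ended the call at 5 h, among them the shift of each array to 1 median and quantile normalization, with adjusted p from 0.0033 to 0.18 over the alternatives, and none ended the call at 10 h.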

Several groups have evaluated miR-216b expression and potential function in various cancers including colorectal cancer, hepatocellular carcinoma and nasopharyngeal carcinoma^35^,^36^,^37^; we therefore chose to assess miR-216b regulation and function during ER stress. To verify the microarray data, RNA was collected from Tm-challenged NIH3T3 cells, assessed for CHOP induction as a control for UPR activation and for miR-216b. CHOP induction was noted by 2 h and consistent with our microarray data, we observed an accumulation of miR-216b (Fig. 1b). Accumulation of miR-216b was evident following the exposure of cells to an independent inducer of ER stress, thapsigargin (TG; Fig. 1c). MiR-216b expression was also induced in response to chemotherapeutic agents that generate ER stress^38^ and physiologically relevant low glucose (Fig. 1d,e).

### PERK-dependent induction of miR-216b

Because PERK was previously implicated as a regulator of micro-RNA accumulation during ER stress, we assessed its contribution to the regulation of miR-216b expression. Wild-type or PERK deficient murine embryonic fibroblasts^39^ were treated with TG (500 nM), and expression of miR-216b was assessed by quantitative PCR (qPCR). PERK deficiency was confirmed by western blot analysis using a PERK-specific antiserum and through assessment of CHOP accumulation following stress (Fig. 2a). MiR-216b accumulation was noted in wild type but not PERK^−/−^ cells (Fig. 2a). To corroborate the dependence of miR-216b expression on PERK activity, we used GSK2606414 (GSK414), a highly specific PERK small-molecule inhibitor^40^,^41^. GSK414 effectively inhibited PERK activation and miR-216b induction (Fig. 2b).

PERK-dependent regulation of gene expression is often dependent upon increased accumulation of the ATF4 transcription factor, whose accumulation is in turn dependent upon eIF2α phosphorylation^13^,^14^,^42^,^43^,^44^. To address the contribution of eIF2α and ATF4, wild-type mouse embryonic fibroblasts (MEFs) or MEFs isolated from eIF2αS51A knockin embryos^45^ or from ATF4^−/−^ embryos^46^ were challenged with TG. MiR-216b induction was absent in both eIF2αS51A and ATF4^−/−^ backgrounds but was induced in wild-type MEFs (Fig. 2c,d) demonstrating a role for ATF4 in the regulation of miR-216b expression.

As ATF4 accumulates within the first 2–4 h of ER stress^46^,^47^, and miR-216b accumulation occurs primarily between 5 and 10 h, we considered the possibility that ATF4-dependent regulation was indirect. 

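Between 5 and 10 h the array value of miR-216b rose by 1.51 on the log2 scale (standard error 0.16, adjusted p = 2.3e-05 in limma), and that of miR-217 by 1.89 (standard error 0.20, adjusted p = 2.3e-05). Between 2 and 5 h the differences were −0.04 for miR-216b (adjusted p = 0.92) and 0.26 for miR-217 (adjusted p = 0.51). MiR-216a rose by at least 1.43-fold from 5 to 10 h (adjusted p = 0.0051 in limma). MiR-708, miR-130b and miR-706 also rose in this step, with log2 differences of 0.81, 0.44 and 0.61. MiR-503, miR-322, miR-872 and miR-196b were lower, with log2 differences of −0.96, −0.53, −0.79 and −0.95. In all, 13 of 717 probe sets were higher and 27 lower at 10 h than at 5 h, against 42 higher and 35 lower at 5 h than at 2 h. With each array shifted to 1 median, the counts were 9 higher and 5 lower for the step from 5 to 10 h, and 33 and 18 for the step from 2 to 5 h, and after quantile normalization they were 14 and 16 for the later step and 32 and 35 for the earlier one, so the balance of each step depends on the scaling. Leaving out the third 10 h array left 6 higher and 10 lower in the later step, the second 10 h array 7 and 15, and the first 5 h array 9 and 16. The paper sets this timing against the earlier accumulation of ATF4 and considers that regulation by ATF4 might be indirect.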

We focused our attention on CHOP, a direct transcriptional target of ATF4 (ref. 43). MiR-216b induction was abolished in *chop* knockout MEFs (Fig. 2e). Let7a accumulation was assessed as a nonspecific control (Supplementary Fig. 1). Consistent with CHOP regulation, restoring CHOP expression in *chop*^−/−^ MEFs rescued stress-dependent miR-216b expression (Fig. 2f). These data demonstrate that ER stress-dependent induction of miR-216b reflects a pathway minimally composed of PERK, eIF2α, ATF4 and CHOP.

We also assessed miR-216b expression in a panel of MMTV-Neu tumours that were derived in mice with either wild-type PERK or from mice in which PERK was excised from mammary epithelium with Cre recombinase^23^,^48^. In this cohort, miR-216b expression was significantly reduced in PERK-deficient tumours and this correlated with c-Jun expression levels, providing evidence for PERK-dependent induction of miR-216b *in vivo* (Fig. 2g,h).

### MiR-216b is a direct CHOP transcriptional target

Interestingly, ATF4 and CHOP share a set of target genes, with the preference of binding to the similar motifs (GCATCAT/G)^47^. Using an unbiased motif search of ∼2 kbp upstream of mouse miR-216b, we found a potential binding site for ATF4 and/or CHOP at −266 to −259 (Supplementary Fig. 2a). To evaluate potential binding to this motif, we performed chromatin immunoprecipitation (ChIP). ChIP with either anti-CHOP (Fig. 3a, right and left panel) or anti-ATF4 (Supplementary Fig. 2b) followed by qPCR revealed that TG treatment triggered a significant enrichment of CHOP on the miR-216b promoter relative to unstressed cells and control IgG. Under the same conditions, there was no apparent enrichment of ATF4 on the miR-216b promoter, although binding of ATF4 to the CHOP promoter was confirmed (Supplementary Fig. 2b,c).

To further evaluate whether the upstream region from −266 to −259 region is responsible for miR-216b regulation, we used a reporter assay system where 1 kbp of upstream miR-216b sequence was cloned upstream of the firefly luciferase gene (Fig. 3b). Following expression in 293T cells, luciferase activity was induced following TG treatment (Fig. 3c). Luciferase activity was abolished by GSK414 (Fig. 3c, black bars) demonstrating PERK dependence. Alteration of the CHOP-binding site through site-directed mutagenesis abrogated UPR-dependent induction (Fig. 3c-white bars). Actinomycin D (2 μg ml^−1^) treatment before exposure to TG treatment suppressed miR-216b expression, consistent with transcription dependence of miR-216b induction (Fig. 3d). To determine whether miR-216b biogenesis is Dicer dependent we utilized inducible Dicer Knockout (Dicer^fl/fl^) or heterozygous (Dicer^+/fl^) MEFs after deletion of the floxed allele(s) with hydroxytamoxifen^49^. After treatment with TG, miR-216b expression was significantly lower in Dicer-KO cells than that in Dicer^fl/fl^ or Dicer^+/−^ cells demonstrating Dicer dependence (Fig. 3e).

### Ire1α inhibits miR-216b expression

Mammalian Ire1α initiates downstream signalling through unconventional splicing of the transcription factor *Xbp1* (ref. 10), phosphorylation of downstream targets or via regulated Ire1-dependent decay (RIDD) of multiple substrates^50^. Ire1α RIDD activity also contributes to the regulation of micro-RNA accumulation during ER stress^25^. To determine the contribution of Ire1α in miR-216b expression, we treated Ire1α knockout MEFs (Ire1α^−/−^) and wild-type MEFs with TG. A significant increase in miR-216b induction in Ire1α knockout cells relative to wild type was observed (Fig. 4a). As an independent analysis, we used three different short hairpin RNAs (shRNAs) targeting Ire1α; notably, all three shRNAs reduced Ire1α expression thereby permitting increased accumulation of miR-216b following ER stress (Fig. 4b).

As the miR-216b stem-loop contains a putative Ire1α cleavage site (CUGCAG (ref. 51); Fig. 4c), we considered whether miR-216b might be a RIDD substrate for Ire1α. Recombinant Ire1α (aa 465–977), did not cleave a labelled miR-216b precursor (incubation up to 6 h), but did cleave Xbp1 (Xbp1-mini, 5′-CUGAGUCCGCAGCACUCAG-3′; Fig. 4d). As an independent approach, we transfected HA-tagged Ire1α wt, Ire1α-509A and Ire1α-907A into 293T cells followed by immunoprecipitation with an anti-HA antibody. Immune-purified Ire1α wt cleaved the Xbp1 single stem-loop mini-substrate, whereas Ire1α-509A and IRE1α-907A were inactive as expected (Supplementary Fig. 3). No specific cleavage of miR-216b was noted suggesting that Ire1α-dependent suppression of miR-216b is indirect. Published work has demonstrated that CHOP expression is elevated in Ire1^−/−^ cells^52^, providing a possible explanation for increased miR-216b expression. Indeed, CHOP expression was more abundant in Ire1^−/−^ cells (Fig. 4e) correlating with increased miR-216b levels. Finally, to address whether Xbp1 suppress miR-216b accumulation, we enforced expression of spliced Xbp1 expression in Ire1^−/−^ cells (Fig. 4f). Enforced sXbp1 resulted in reduced miR-216b consistent with sXbp1-suppressing miR-216b (Fig. 4g).

### MiR-216b regulates c-Jun accumulation during ER stress

Before searching for targets of miR-216b, a luciferase reporter gene containing three tandem miR-216b-binding seeds in its 3′ untranslated region (UTR) was used to determine whether miR-216b induction was of functional consequence. Treatment of cells expressing the reporter with TG resulted in a 50% reduction in luciferase activity (Fig. 5a; left two columns). Co-transfection with miR-216b mimic also resulted in an ∼50% decrease in reporter gene expression; inclusion of TG reduced expression further by ∼80% (Fig. 5a; middle columns). Luciferase activity increased 1.5-fold when co-transfected with an antagomir, A-miR-216b (Fig. 5a; right columns).

To identify miR-216b targets, a computational algorithm was utilized to search 3′UTR regions of annotated cDNAs for miR-216b seed sequence matches; TargetScan (http://www.targetscan.org), revealed c-Jun as a high relevance target (Fig. 5b). TG exposure resulted in a time-dependent decrease in c-Jun levels (Fig. 5c; quantification Supplementary Fig. 4a). In contrast pre-incubation with a PERK inhibitor ablated c-Jun regulation (Fig. 5c). To assess the contribution of miR-216b to stress-dependent inhibition of c-Jun, U20S cell lines that stably overexpressed an shRNA vector encoding a miR-216b mimic or an anti-miR-216b were generated and subsequently exposed to a time-course of TG treatment. Cells expressing miR-216b mimic exhibited reduced basal c-Jun levels and increased kinetics of c-Jun loss relative to control (Fig. 5d; quantification cJun Supplementary Fig. 4c, cleaved caspase Supplementary Fig. 4b). Conversely, expression of A-miR-216b resulted elevated basal expression of c-Jun and a significant maintenance of c-Jun levels during ER stress (Fig. 5d).

In combination with c-Fos, c-Jun forms the AP-1 early response transcription factor^53^,^54^. It is expected that miR-216b induction should trigger decreased AP-1 activity. To test this hypothesis, a reporter construct wherein luciferase expression is driven by a minimal promoter and 3X AP-1-binding sites (TGAACTCA) was utilized. AP-1-dependent activity was reduced by ER stress (Fig. 5e). The inhibition of AP-1-dependent reporter gene expression was amplified by co-expression of ectopic miR-216b and attenuated by A-miR-216b (Fig. 5e). We also reasoned that if miR-216b induction is CHOP dependent, CHOP deficiency should ablate c-Jun inhibition during ER stress. Consistently, CHOP^−/−^ exposed to ER stress failed to suppress c-Jun after TG treatment (Fig. 5f). Finally, assessment of expression of c-Jun target genes revealed that ER stress and miR-216b reduced expression, whereas A-miR-216b rescued expression (Fig. 5g–j; quantification of cJun Supplementary Fig. 4d). These results revealed a direct relationship between miR-216b expression and c-Jun downregulation following ER stress.

### Suppression of c-Jun sensitizes cells to apoptosis

As c-Jun protects cells from ultraviolet and tumour-necrosis factor-α-induced apoptosis through cooperation with NF-κB^55^,^56^, we considered the possibility that miR-216b might regulate ER stress-dependent apoptosis through regulation of c-Jun. Initially, we determined whether modulation of miR-216b altered ER stress-dependent apoptosis. Consistent with miR-216b as a regulator of cell survival, overexpression of miR-216b increased apoptosis induced by TG (Fig. 6a). In contrast, A-miR-216b-expressing cells were largely refractory to the TG-induced apoptosis (Fig. 6a). As an independent measure of cell survival, we exposed control, miR-216b- and A-miR-216b-expressing U2OS to TG for 0 or 3 h following which cells were supplied with fresh medium lacking TG. The cells were allowed to recover for 12 days, at which point surviving cells/colonies were quantified. miR-216b-expressing U2OS cells were significantly more sensitive to stress than control, whereas A-miR-216b-expressing cells were refractory to TG-induced death (Fig. 6b). The effect of miR-216b on recovery from ER stress was also observed with a second ER stressor, Tm (Supplementary Fig. 5). Cell doubling times were not affected by the expression of either A-miR-216b or overexpression of miR-216b mimic confirming that miR-216b is regulating cell viability not cell proliferation (Fig. 6c).

To investigate whether the effect of miR-216b is c-Jun-dependent, c-Jun was suppressed using three independent shRNAs targeting distinct regions of c-Jun. c-Jun loss triggered a significant increase in cleaved poly (ADP-ribose) polymerase (PARP) that correlated with the degree of c-Jun suppression (Fig. 7a). We compared the impact of overexpression of sh-c-Jun versus overexpression of miR-216b by serial increases in viral supernatants encoding either sh-c-Jun or miR-216b. This experiment revealed that while the artificial sh-c-Jun was significantly more potent in reducing c-Jun than miR-216b, the degree of cleaved caspase 3 triggered by either correlated with the degree of c-Jun knockdown (Fig. 7b). If loss of c-Jun triggers apoptosis, overexpression of c-Jun should over-ride ER stress-dependent and miR-216b-dependent apoptosis as assessed by caspase 3 cleavage. U2OS cells were infected with retrovirus coding c-Jun, lacking a 3′UTR, followed by TG treatment. Enforced c-Jun expression in U20S cells rescued cells from cell death induced by miR-216b expression and TG treatment (Fig. 7c,d). Finally, we reasoned that if miR-216b mediates CHOP-dependent apoptosis, enforced expression of miR-216b should sensitize CHOP^−/−^ MEFs to UPR-dependent cell killing. Consistently, enforced miR-216b expression resulted in increased cleaved caspase 3 in CHOP^−/−^ MEFs (Fig. 7e).

## Discussion

Activation of the UPR under varying stress conditions triggers an alteration in cellular protein content through direct modulation of gene expression, micro-RNA biosynthesis and protein translation rates; this in turn impacts cell division and ultimately enforces cell fate determination^57^. The final outcome, cell adaptation or cell death, is influenced by both stress intensity and duration. Importantly, how stress intensity is sensed by the UPR transducers, PERK/Ire1/ATF6, and transmitted into a fate decision remains to be elucidated. The complexity of this is increased by genetic evidence revealing that both genetic and pharmacologic inhibition of anyone branch can either sensitize cells to apoptosis or delay onset of apoptosis^33^,^42^,^58^. Some of these paradoxical outcomes can be resolved when one considers either the type of stress or the cell/tissue type being stressed. However, such context still requires that downstream effectors of the primary transducers be selectively activated to achieve specific fates. The elucidation of how effectors interpret signals and regulate cell fate requires a detailed understanding of both pro-survival and pro-apoptotic signalling.

Accumulating evidence supports a role for differential regulation of micro-RNAs by the UPR in the regulation cellular fate decisions under conditions of stress. Indeed, all three UPR transducers have been associated with micro-RNA regulation^24^,^25^,^26^,^27^. Thus far, Ire1 activity has been generally associated with inhibition of micro-RNA accumulation through its RNase function. Targeted micro-RNAs include miRs-17, 34a, 96 and 125b (ref. 25). In contrast, PERK-dependent activities appear to be associated with both micro-RNA induction, miR-211/204, miR-708 (ref. 23) and suppression miR-106-25 (ref. 24). It is of interest that all of the PERK-dependent micro-RNAs have been linked to the pro-survival activities of PERK. In the work described here, miR-216b is demonstrated to accumulate via the coordinated activities of both PERK and Ire1. Strikingly, in contrast to other PERK-regulated micro-RNAs, miR-216b contributes to UPR-associated apoptosis through regulation of a newly identified target, c-Jun. Although c-Jun, a component of the AP-1 transcription factor^54^, has not previously been demonstrated to contribute to gene expression patterns associated with ER stress, activation of Jun kinase pathway (JNK), was previously linked with Ire1-dependent activation of apoptotic signalling kinase-1 (refs 59, 60). Accordingly, activation of JNK is associated with increased apoptosis, a consequence of JNK-dependent inactivation of Bcl-2 (refs 61, 62). Induction of miR-216b is not associated with alterations in JNK signalling; however, it also contributes to increased apoptosis through downregulation of c-Jun.

miR-216b accumulation peaks several hours into the stress response, suggesting it functions as cells commit to either survival or death. This conclusion is supported by a number of experiments. First, miR-216b expression is directly dependent upon CHOP activity, another pro-apoptotic factor. Second, reduction in miR-216b activity increases cell resistance to UPR-dependent cell death. Third, overexpression of a miR-216b increases apoptosis. Finally, we demonstrate that modulation of c-Jun, a bona fide target of miR-216b during ER stress, also has the expected outcome on cell fate during an ER stress response including loss increasing cell death during ER stress.

One of the more vexing issues associated with UPR-triggered apoptosis has been the CHOP transcription factor. Genetic evidence from both cell and animal models has revealed CHOP to be a pro-apoptotic transcription factor during cellular stress, whether ER stress or DNA damage^62^,^63^. Several mechanisms have been suggested to mediate the pro-apoptotic activity of CHOP. These include suppression of anti-apoptotic Bcl-2 expression^64^, inducing pro-apoptotic Bim and DR5 (ref. 64), increasing translation and thereby compromising cellular bio-energetics and redox homeostasis^65^. Critically, many of these activities are not only dependent upon PERK-dependent activation of CHOP expression, but also depend upon ASK1-dependent activation of p38^MAPK^, which phosphorylates and induces CHOP^66^ demonstrating key points of Ire1 and PERK convergence on the establishment of an apoptotic fate under high stress conditions. Our data, which demonstrates CHOP-dependent induction of miR-216b, reveal yet another point of pro-apoptotic convergence wherein miR-216b antagonizes c-Jun accumulation and thereby promotes cell death.

The collective data suggest that CHOP-dependent apoptosis is unlikely to reflect a single functional target. Rather, as with many transcription factors, it is the additive function of several downstream targets that facilitate the establishment of cell fate. In this model, CHOP serves as a focal point downstream of PERK and Ire1 action. CHOP-dependent transcription of targets such as Bcl-2, BIM and miR-216b, the latter of which then targets an increasing number of transcripts, c-Jun as one example, thereby amplifying the pro-apoptotic activity of CHOP (Fig. 7f). As the action of miR-216b is delayed, by virtue of the time needed for its induction and targeting its substrates, this latency likely provides a needed opportunity for cells to repair and adapt if possible prior to initiating apoptosis.

## Methods

### Cell culture

NIH3T3 mouse embryonic fibroblasts (American Type Culture Collection (ATCC)) and murine embryonic fibroblasts 293T human embryonic kidney cells (ATCC) were maintained in DMEM (Mediatech) with 10% heat-inactivated fetal bovine serum (BenchMark). In addition, MEF cells were supplemented with 10% fetal calf serum, 2 mM L-glutamine, 55 μM β-mercaptoethanol and MEM nonessential amino acid mix (containing alanine, aspartate, asparagine, glutamate, glycine, proline and serine), all from Invitrogen. Human U2OS human cervical adenocarcinoma cells (ATCC) were maintained in McCoy's 5A (Mediatech) with 10% heat-inactivated fetal bovine serum, pen/strep.

### Plasmids and chemicals

Chop (Plasmid #21914) and Xbp1s (pCMV5-Flag-XBP1s) expression vectors were purchased from Addgene. Plasmids encoding sh-cJun (TRCN0000039590 and TRCN0000039589 and TRCN0000039592) were purchased from Daharmacon. PERK inhibitor is purchased from Selleckchem (GSK-2606414).

### MicroRNA microarray and qPCR

NIH 3T3 cells were challenged with 2 μg ml^−1^ Tm for 2, 5 or 10 h. Total RNA was purified using miRNeasy Mini Kit (Qiagen). Microarray was carried out using GeneChip miRNA Arrays (Affymetrix) and results were analysed using GENESPRING software. analysis of variance and *t*-tests were used to calculate fold change and *P*-values. Spotfire (Somerville) software was used to generate heat maps. For qPCR, total RNA was purified after appropriate treatments using Ambion microRNA purification kit mirVANA (Ambion) as per the manufacturer's instructions. All microarray data were deposited and can be accessed via GSE79455. RNA was reverse transcribed using specific primers with microRNA reverse transcription kit (Applied Biosystems). qPCR was performed on an Applied Biosystems 7900 qRT-PCR machine (Applied Biosystems). MicroRNA was reverse transcribed using TaqMan MicroRNA Reverse transcription kit with specific Taqman RT primers for mmu-miR-216b and miR-202 (Cat. # 4427975, Applied Biosystems) as per the manufacturer's protocol. qPCR was performed with mmu-miR-216b and miR-202 Taqman primers using no AmpErase UNG Master mix (Applied Biosystems). Primers for mouse c-Jun: forward 5′-TGGGCACATCACCACTACAC-3′; reverse 5′-TCTGGCTATGCAGTTCAGCC-3′. Primers for human c-Jun: forward 5'-GAGCTGGAGCGCCTGATAAT-3'; reverse 5'-CCCTCCTGCTCATCTGTCAC-3'. Primers for human COL1A1: forward 5′-AGTGGTTTGGATGGTGCCAA-3′; reverse 5′-GCACCATCATTTCCACGAGC-3′. Primers for human DNMT1: forward 5′-CATGAGTGCATTGGTGGCTG-3′; reverse CTTCCACGCAGGAGCAGAC. Primers for human MTS: forward 5′-GTACTCGGGCAAAGAGGGTG-3′; reverse 5′-TTGTCCCTGTTGCTGTCCAA-3′. Primers for human TMP1: forward 5′-GGTCCTTTCCGACAAGCTGA-3′; reverse: 5′-TGAGCGTACAGCTCGTCTTC-3′.

### Luciferase assays

Oligonucleotides containing three copies of the miR-216b seed sequences were cloned into the 3′UTR of the firefly luciferase gene in pRLTK. The 1,000 bp upstream of mmu-miR-216b promoter was amplified by PCR and cloned into pGL4.11 using primers: forward 5′-GATCTCGAGGTTCCTTACTGGCTTGCT-3′and reverse 5′-CTGAAGCTTTTGTCAGACTGAAGAATC5-3′. The mutant mmu-miR-216b promoter mutant was generated using the QuikChange kit (Stratagene). Mutagenic primers used were as follows: forward 5'-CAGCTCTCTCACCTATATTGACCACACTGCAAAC-3'; reverse 5'-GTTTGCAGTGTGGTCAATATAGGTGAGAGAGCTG-3'. The 3X AP-1 reporter contains three canonical AP-1-binding sites (TGACTCA) upstream of a minimal promoter fragment containing a TATA box in the luciferase reporter site luciferase^67^. For luciferase assays, cells were transfected with the constructs and pRLTK (Addgene) vector, to normalize for transfection efficiency and protein synthesis, with Lipofectamine plus method and treated with TG (500 nM) for the time as indicated.

### Western blot analysis and ChIP

Cells were harvested by gently scraping and resuspended in EBC buffer (50 mM Tris-HCl, pH 7.5, 100 mM NaCl, 0.5% Nonidet P-40) supplemented with protease inhibitors. The cells were disrupted by sonication and then cleared by microcentrifugation at 10,000*g* for 10 min. Proteins were resolved by SDS–polyacrylamide gel electrophoresis, transferred onto nitrocellulose membrane and analysed by immunoblot. Antibodies used were as follows: PERK rabbit polyclonal antibody (Rockland, #100-401-962; 1:1,000 dilution), p-eIF2α mouse monoclonal antibody (Cell Signaling, #3597; 1:1,000 dilution), ATF4 antibody (Cell Signaling, #11815; 1:1,000 dilution), CHOP (Cell Signaling, #2895; 1:1,000 dilution), Ire1α (Cell Signaling, #3294; 1:1,000 dilution), c-Jun (Cell Signaling, #9165; 1:1,000 dilution), JunB (Cell Signaling, #3753; 1:1,000 dilution), actin (Sigma, #A2228; 1:20,000 dilution), lamin A (Abcam, ab26300; 1:1,000 dilution), cleaved caspase 3 (Cell Signaling, #9661; 1:1,000 dilution), PARP (Sigma, #P7605; 1:1,000 dilution). Antibody binding was visualized by enhanced chemiluminescence (Perkin Elmer). Uncropped scans of western blots are provided in Supplementary Fig. 6.

Chromatin was prepared using the truChIP Low Cell Chromatin Shearing Kit (Covaris) and sheared into 200–700 bp fragments using a Covaris S2 instrument (duty cycle, 2%; intensity, 3; 200 cycles per burst; 6 min). Immunoprecipitation was performed with IgG, ATF4 (Cell Signaling), or CHOP (Cell Signaling) antiserum. Quantification of the precipitated DNA was determined with qPCR (Qiagen, QuantiTect SYBR Green Mastermix) and normalized with the input genomic DNA. Primers used for CHOP and ATF4 binding to mmu-miR-216b promoter in NIH3T3 cells were: forward, 5′-AGCTCCTAGTGCACTCTCCTT-3′; reverse, 5′-AATGCCAGGCGATCTGTGT-3′; For U2OS cells, primers for CHOP: forward: 5′-CAGTGGGTCTTATGGAGGCAG-3′, reverse 5′-GTCTACTTGCAGGCTGACATGA-3′; for ATF4, forward primer 1: 5′-TCTCCTTTCACTTGGGCACC-3′, reverse primer 1: 5′-TCTCCTTTCACTTGGGCACC-3′; forward perimer 2: 5′-GGGCCAATGGACATCTACCAA-3′, reverse 2: 5′-CCTCTGGTGCCCAAGTGAAA-3′; the primers for ATF4 binding to CHOP promoter, forward: 5′-CAGCTTCTGGGGGAGACAAG-3′, reverse: 5′-CAACGGCTATCAGCCTTGGT-3′.

### Mir-216b cleavage assay

*In vitro* cleavage reactions were performed by using γ-32PATP-labelled oligonucleotides^68^. Xbp-1 mini (5′-CUGAGUCCGCAGCACUCAG-3′) or miR-216b (5′-AAAUCUCUGCAGGCAAAUGUG-3′; Integrated DNA Technologies) was labelled with γ-32P-ATP using T4 polynucleotide kinase (New England Biolabs). The labelled Xbp-1 and miR-216b were purified with G-25 Sephadex mini column (Roche, #11273990001). One microgram recombinant Ire1 (aa 465–977) or Ire1 (aa 465–977)/GST (Sino Biological Inc.) was incubated with 1 pmol of 32P-γATP-labelled Xbp1-mini or miR-216b in cleavage buffer (20 mM HEPES, pH 7.5, 50 mM NaCl, 1 mM dithiothreitol, 1 mM ATP) at 37 °C for 2 h. RNA cleavage products were resolved on a urea-19% polyacrylamide gel electrophoresis without phenol/chloroform extraction and then exposed to Blue Basic Autorad Film for 20–40 min.

### Clonogenic survival assay

Clonogenic assays were performed in U2OS stable cells^69^. Briefly, cells were plated at 2 × 10^3^ cells per 60 mm plates. Twenty-four hours later, they were exposed to 400 nM TG or 2.5 μg ml^−1^ Tm for the indicated times, then returned to growth medium. Fresh media were replenshished every 2 days. Viable colonies were stained with 3 ml of 0.5% Giemsa (v/v) for 5–10 min at room temperature at 12 days. Colony counts were normalized to plating efficiency and represented as fraction surviving compared with control (dimethylsulphoxide).

### Retroviruses and stable U2OS cells

293T cells were transfected with PMDL, VSVG, REV and pEZX containing miR-216b mimic (MmiR-3190-MR03, GeneCopoeia) or anti-miR-216b (miR-AN0324-AM03, GeneCopoeia) or pEZX empty vector (miR-0001-MR03, GeneCopoeia) as control using Lipofectamine Plus (Invitrogene). Viral supernatants were harvested 48 h after transfection, and were used to infect U2OS cells in the presence of 10 μg ml^−1^ polybrene. Retroviruses coding c-Jun or vector control were produced by co-transfection of ecotropic helper retrovirus plasmid and pBabe vector into 293T cells^70^. Selection to create stably A-miR-216b overexpressing cells was conducted with puromycin at 2 μg ml^−1^, or for anti-with 0.2 μg ml^−1^ Hygromycin B.

## Additional information

**Accession codes:** All microarray data were deposited and can be accessed via GSE79455.

**How to cite this article:** Xu, Z. *et al*. miR-216b regulation of c-Jun mediates GADD153/CHOP-dependent apoptosis. *Nat. Commun.* 7:11422 doi: 10.1038/ncomms11422 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-6

## Figures and Tables

**Figure 1:**
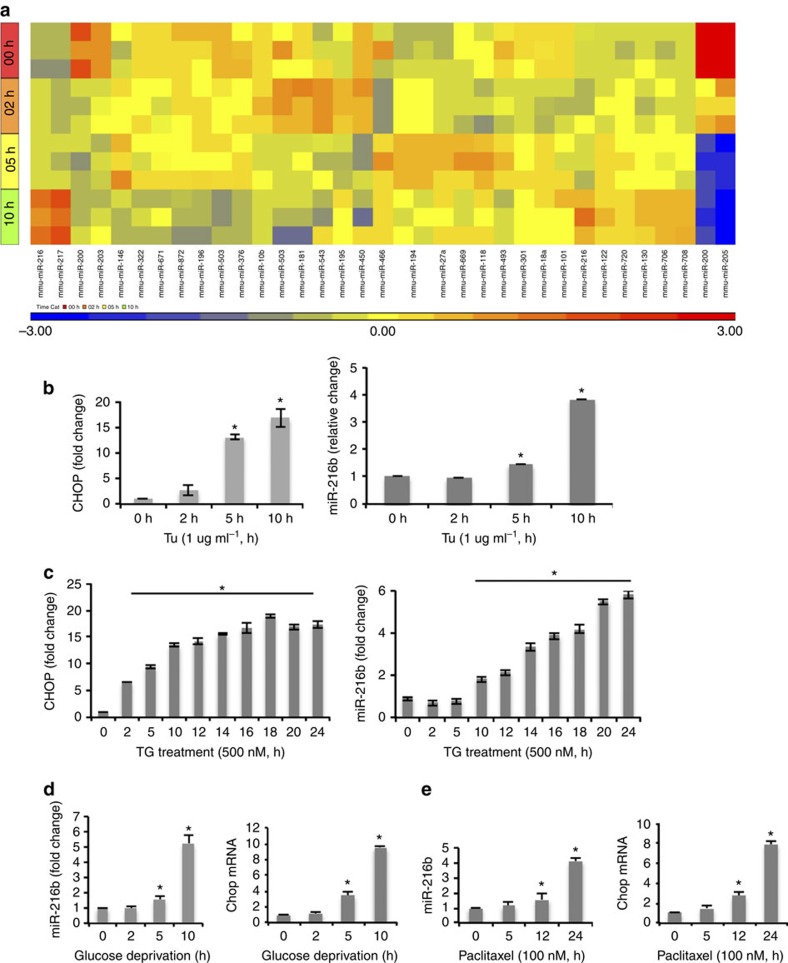
ER stress induced miR-216b expression. (**a**) Heat map depicting differentially expressed microRNAs (at least two-fold) following exposure to tunicamycin (Tm) as indicated. (**b**,**c**) qPCR analysis of CHOP mRNA levels and miR-216b expression in NIH3T3 cells treated with Tm (1 μg ml^−1^) or thapsigargin (TG, 500 nM) for indicated times. Averages are calculated from three independent experiments. (**d**) qPCR analysis of miR-216b expression and CHOP mRNA levels in NIH3T3 cells cultured in low-glucose medium for indicated times. (**e**) qPCR analysis of miR-216b expression and CHOP mRNA levels in U2OS cells treated with paclitaxel (100 nM) for indicated times. Data are mean±s.d. of three independent experiments. Statistical analysis was analysed by Student's *t*-test. (*P<0.05, treatment versus non-treatment).

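The largest changes on the arrays were falls, in miRNAs best known from epithelial cells. MiR-205 dropped from a log2 value of 9.21 ± 0.08 (SD, n = 3 arrays) at 0 h to 5.46 ± 0.36 at 2 h, and was below the background limit from 5 h on, at least 70.0-fold lower at 10 h (adjusted p = 3.7e-12 in limma). MiR-200c dropped from 7.74 ± 0.11 to 4.30 ± 0.24 at 2 h and was at least 25.1-fold lower at 10 h (adjusted p = 4.7e-10). MiR-200b, above the limit on 2 of 3 arrays at 0 h, was at least 1.32-fold lower at 10 h (adjusted p = 4.5e-05). MiR-203 and miR-200a passed the test at each time but were below the limit at all times, so no fold is given. Of 24 alternatives, 2, 3 and 7 ended the call of miR-200a at 2, 5 and 10 h, and none that of miR-203. Of the 7 epithelial miRNAs in the list, 5 were lower and none was higher at 2, 5 and 10 h, also when adjusted over the list alone (4 at 10 h with each array shifted to 1 median, and 4 at 5 h and at 10 h without the second 0 h and second 5 h arrays, a setting chosen after the data were seen), and miR-141 and miR-429 did not pass and were below the limit at 0 h. The list was written after Fig. 1a had been seen, so it is not independent evidence of direction. Its camera adjusted p was 2.2e-07 at 10 h, and the adjusted p = 0.026 with an estimated correlation.

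**Figure D2:**
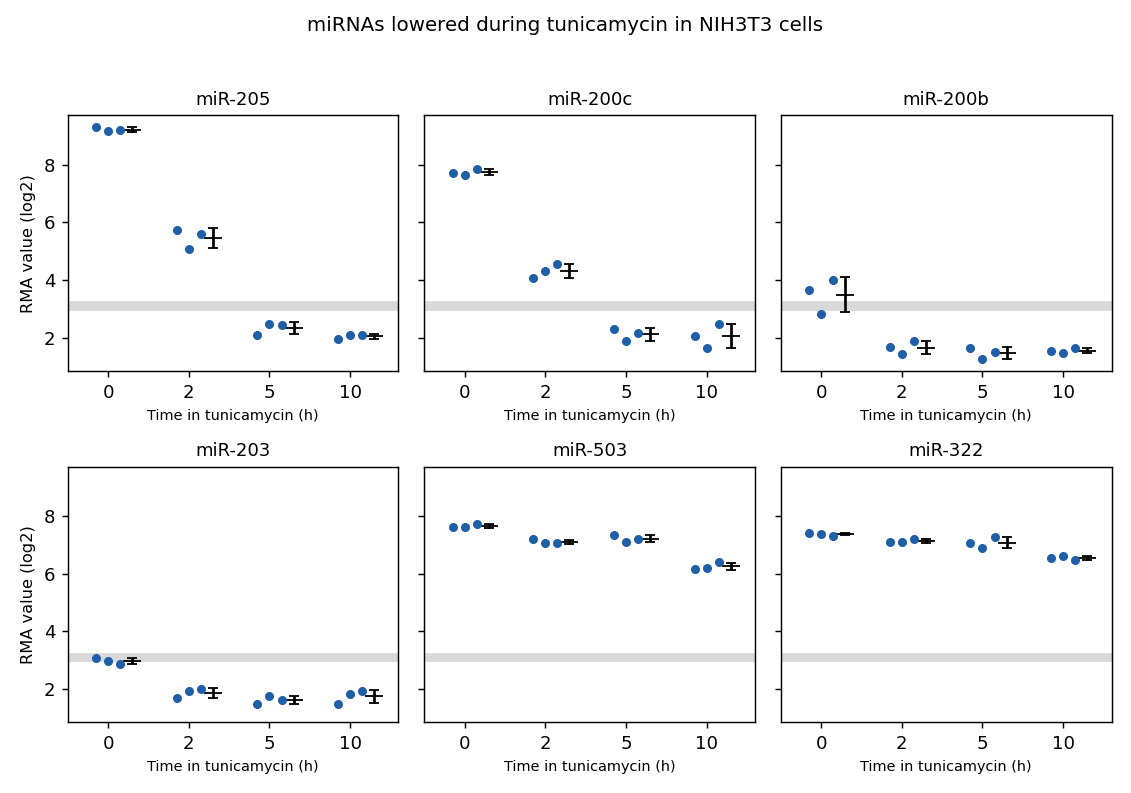
Log2 RMA values of 6 miRNAs that were lower after tunicamycin, against hours of treatment, with time points evenly spaced. Each point is 1 array, the bars are the mean and SD of 3 arrays, and the grey band spans the background limits of the arrays, from 2.96 to 3.22. MiR-205 and miR-200c lie above the band at 0 and 2 h and below it at 5 and 10 h, while miR-503 and miR-322 stay above it throughout.

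MiR-503 and miR-322, X-linked miRNAs of 1 cluster that restrain cell cycle genes, were lowest at 10 h. MiR-503 dropped from 7.66 ± 0.07 (SD, n = 3) at 0 h to 7.11 ± 0.07 at 2 h and 6.26 ± 0.12 at 10 h, a log2 fold change of −1.40 at 10 h (standard error 0.10, adjusted p = 2.2e-07 in limma), and miR-322 had a log2 fold change of −0.83 at 10 h (standard error 0.11, adjusted p = 1.0e-04). Of 9 probe sets in the list of this cluster, 4 were lower and none higher at 10 h (also 4 when adjusted over the list alone, 3 with each array shifted to 1 median). The camera adjusted p was 0.0063, and the adjusted p = 0.087 with an estimated correlation. MiR-503 matched a label of Fig. 1a, drawn from these same arrays, so this list may not be independent of the paper's report. In the cluster from miR-17 to miR-92a, which promotes proliferation, 5 of 6 members were lower at 2 h, with miR-92a as the exception at a log2 difference of 0.14 (5 lower and 1 higher when adjusted over the list alone). The camera adjusted p was 3.7e-06, and the adjusted p = 0.077 with an estimated correlation. Its member miR-18a fell by 0.64 on the log2 scale at 2 h and differed by 0.08 from 0 h at 5 h. MiR-29b and miR-101b were also lower at 2 h, by log2 fold changes of −0.76 and −0.73, the latter not after quantile normalization. Among the rises, miR-1946a and miR-1946b, near-identical in sequence, peaked at 5 h with log2 fold changes of 1.12 and 1.08, and at 10 h were 0.29 and 0.38 above 0 h. MiR-27a* rose by 0.91 at 5 h, miR-1959 by 0.73 at 2 h, and miR-706, miR-720, miR-130b, miR-1224 and miR-132 by 0.93, 0.71, 0.67, 0.59 and 0.56 at 10 h. MiR-872 and miR-196b were lower at 10 h, with log2 fold changes of −1.03 and −0.91.
At 2 h, 53 of 717 probe sets were higher and 42 lower than at 0 h, at 5 h 31 and 29, and at 10 h 40 and 51. Called with a fitted change of at least 2-fold were 1 higher and 5 lower at 2 h, 2 and 6 at 5 h, and 4 and 9 at 10 h. With the bound in place of the fitted fold where a time point was below the limit, these were 1 and 3, 2 and 2, and 3 and 5. The moderated F test found a change over time in 156 probe sets, 21 of them with a fitted change of at least 2-fold between any pair of time points, and 14 with the bound. With each array shifted to 1 median, the split became 7 higher and 30 lower at 2 h and 38 and 18 at 10 h, so the balance of rises and falls depends on the scaling. The counts at 2 h were 29 and 29 without the second 0 h array, 29 and 32 without the first 2 h array, and 33 and 28 without the third 2 h array. Those at 5 h were 20 and 13 without the first 0 h array, 18 and 14 without the first 5 h array, and 19 and 11 without the second.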

**Figure 2:**
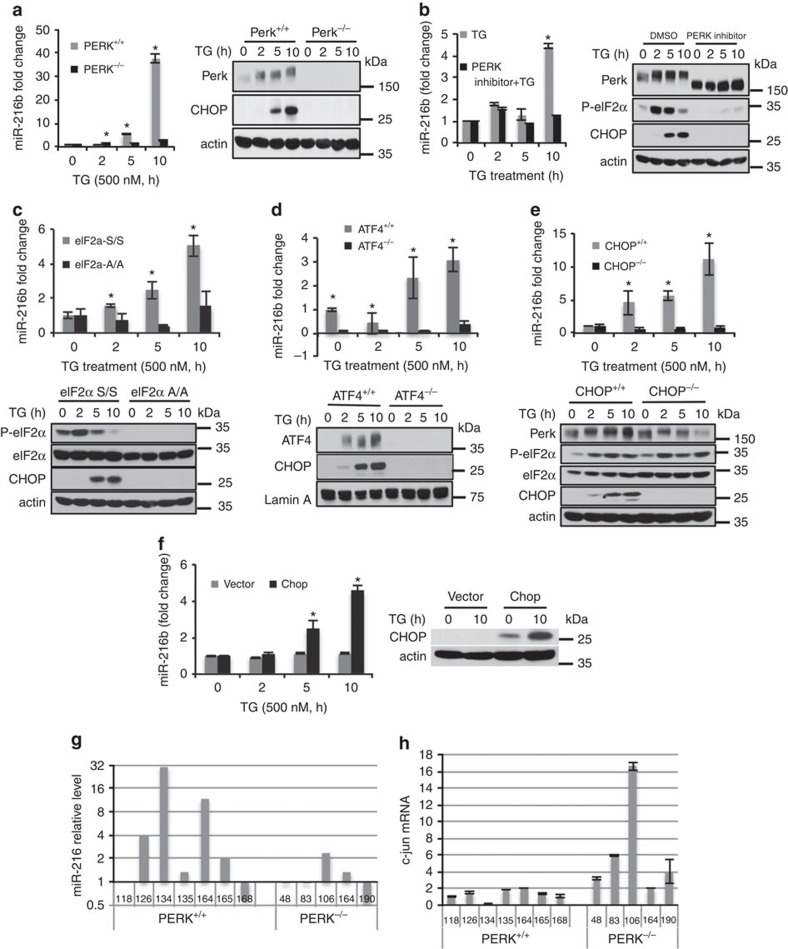
PERK-dependent miR-216b induction. (**a**) PERK^+/+^ and PERK^−/−^ MEFs were treated with 500 nM TG for indicated times. MiR-216b was assessed by qPCR (left graph); PERK and CHOP were assessed by immunoblot (right). (**b**) MiR-216b levels were quantified by qPCR following exposure of cells to thapsigargin and a small-molecule PERK inhibitor (left). PERK, eIF2α-p and CHOP induction were assessed by immunoblot (right). (**c**–**e**) MEFs of the indicated genotype were treated with TG (500 nM) for indicated intervals. Protein extracts from these cells were immunoblotted for the proteins as indicated (lower panels) and miR-216b levels were quantified by qPCR (upper panels; *n*=3). (**f**) CHOP^−/−^ MEFs were transfected with vector or CHOP and 2 days later treated with TG (500 nM) for indicated intervals. Protein extracts from these cells were immunoblotted for CHOP and miR-216b levels quantified by qPCR (*n*=3). (**g**) MiR-216b expression and (**h**) c-Jun mRNA levels were analysed in MMTV-Neu tumours from either PERK^+/+^ or a PERK^−/−^ background. Data represent mean±s.d. of three independent observations. Statistical significance was analysed analysed by Student's *t*-test. (*P<0.05, WT versus −/−).

**Figure 3:**
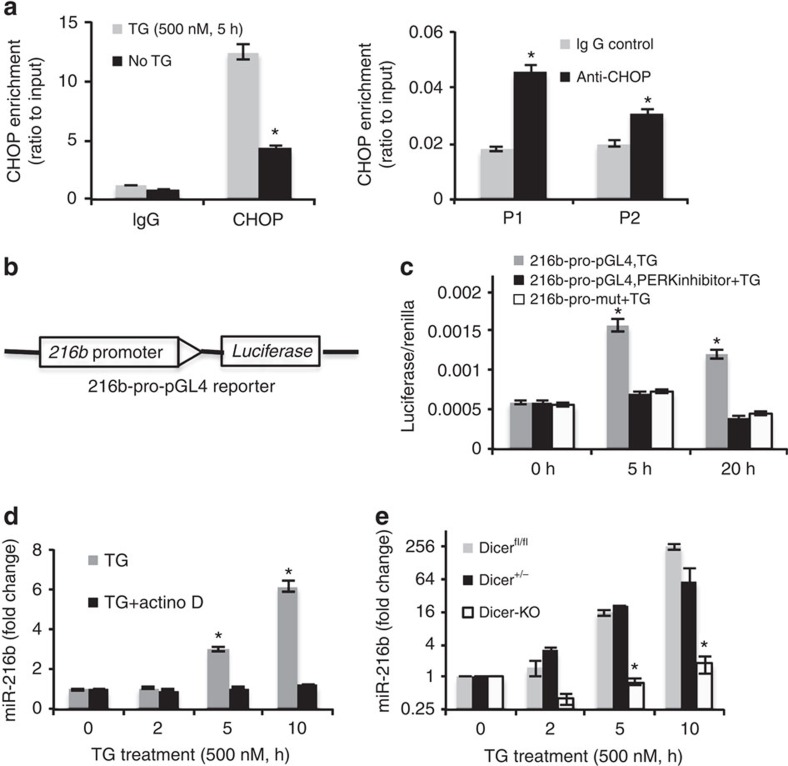
CHOP binds to miR-216b promoter region. (**a**) Occupancy of CHOP on the promoter of mouse miR-216b. NIH3T3 cells (left panel) and U2OS (right panel) were treated with/without TG for 5 h, followed by ChIP assay using IgG or an anti-CHOP antibody. Precipitated DNA was subjected to qPCR analysis. All ChIP data represent the mean and standard error of the mean from three independent experiments. (**b**) Schematic representation of miR-216b promoter reporter (216b-pro-pGL4; left panel). (**c**) 293T cells were co-transfected with 216b-pro-pGL4, 216b-mut-pGL4 and Renilla-Luc as an internal control. 48 h post transfection, cells were treated with PERK inhibitor followed by TG treatment for intervals as indicated. Values are the ratios of firefly to Renilla luminescence (mean±s.d. of triplicate experiments). (**d**) NIH3T3 cells were treated with/without actinomycin D (2 μg ml^−1^) for 1 h and challenged with 500 nM TG as indicated. MiR-216b levels were measured with qPCR (mean±s.d., *n*=3). (**e**) Dicer^flox/flox^, Dicer^+/−^ and Dicer^−/−^ MEFs were treated with 500 nM TG, qPCR assessment of miR-216b (left) and chop mRNA (right). Data represent mean±s.d. of three independent experiments and statistical analysis was analysed by Student's *t*-test (*P<0.05).

**Figure 4:**
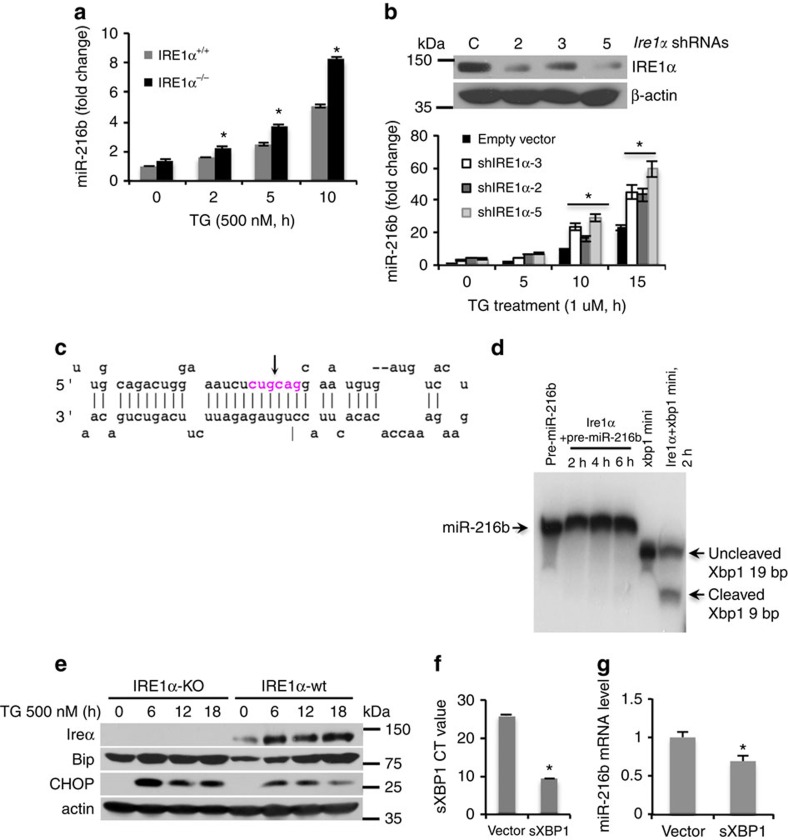
Ire1α suppresses miR-216b expression. (**a**) Ire1α^−/−^ and Ire1wt MEFs were treated with 500 nM TG and miR-216b (right) was measured by qPCR. *N*=3. (**b**) Ire1α was knocked down using three independent shRNAs 2, 3, 5 followed by treatment of cells with 500 nM TG. Ire1α knockdown was confirmed by immunoblot, and miR-216b levels were quantified by qPCR. (**c**) Illustration of the potential Ire1α cleavage sites within pre-miR-216b. (**d**) γ-^32^PATP-labelled pre-miR-216b or Xbp-1 oligonucleotides were incubated with recombinant protein Ire1α (aa 465–977) for 2, 4 and 6 h, and cleavage products were resolved by a urea-polyacrylamide gel electrophoresis and visualized by autoradiography. (**e**) Ire1α^−/−^ and Ire1wt MEFs were treated with TG (500 nM) for indicated intervals. Ire1α, Bip and CHOP were assessed by immunoblot. (**f**) Xbp1s expression and (**g**) miR-216b levels in U2OS cells transfected with vector or Xbp1s were quantified by qPCR following exposure of cells to thapsigargin. All panels provide values that are the average of three independent experiments and error bars indicate standard deviation among all the replicates. Statistical analysis was analysed by Student's *t*-test (*P<0.05).

**Figure 5:**
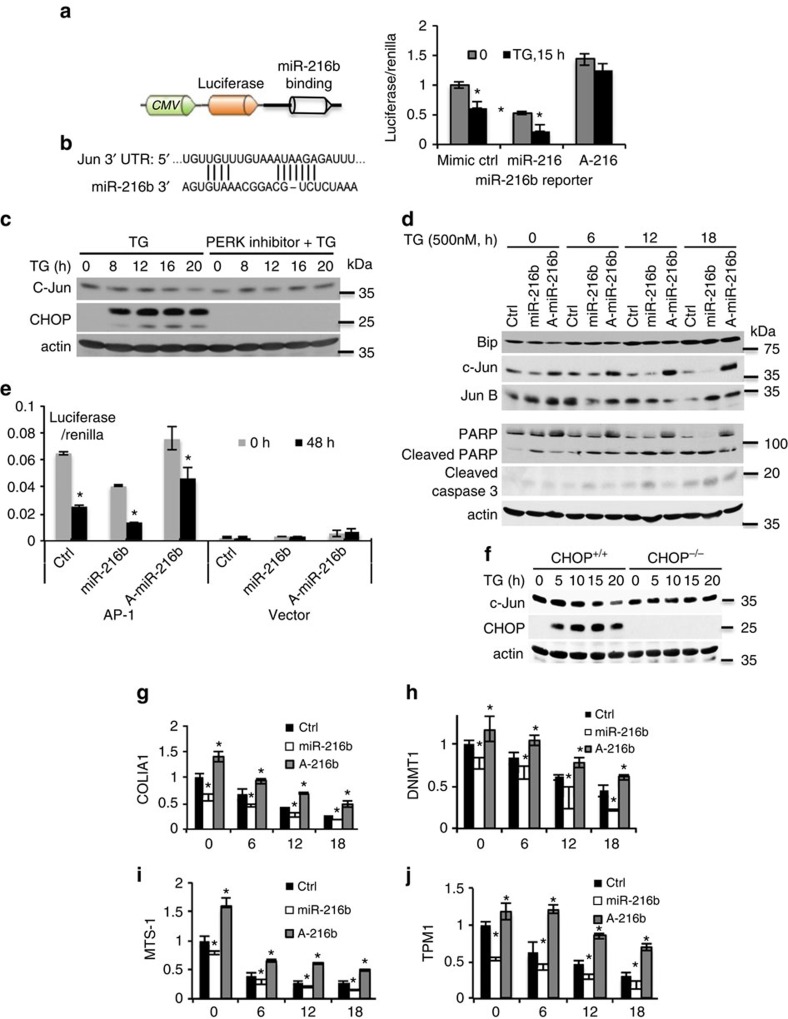
MiR-216b targets the c-Jun 3′UTR. (**a**) miR-216b reporter construct (left) was expressed in mimic control (ctrl), miR-216b or A-miR-216b-expressing U2OS cells. Luciferase activity was measured and normalized to internal transfection control Renilla. Error bars represent standard deviation for three independent experiments. (**b**) MiR-216b seed sequence matches in the c-Jun 3′UTR. (**c**) NIH3T3 cells were treated with PERK inhibitor for 1 h and followed by 500 nM thapsigargin (TG); c-Jun and CHOP protein levels assessed by immunoblot. (**d**) U2OS stable cell lines expressing control, miR-216b or A-miR-216b were treated with 500 nM TG as indicated. Levels of the indicated proteins were measured by immunoblot. (**e**) An AP-1 luciferase reporter was transiently introduced into NIH3T3 cells along with a Renilla control. Cells were co-transfected as indicated with control, miR-216b or A-miR-216b. 48 h post transfection, cells were treated with TG before quantifying luciferase relative to Renilla control. (**f**) CHOP^+/+^ and CHOP^−/−^ MEFs were treated with 500 nM TG for indicated intervals. CHOP and c-Jun were immunoblotted. (**g**–**j**) qPCR analysis of CHOP mRNA levels downstream target genes of c-Jun in U2OS treated as in **d**. Data present the mean of three independent experiments, error bars indicate the standard deviation. Statistical significance was analysed analysed by Student's *t*-test (*P<0.05).

**Figure 6:**
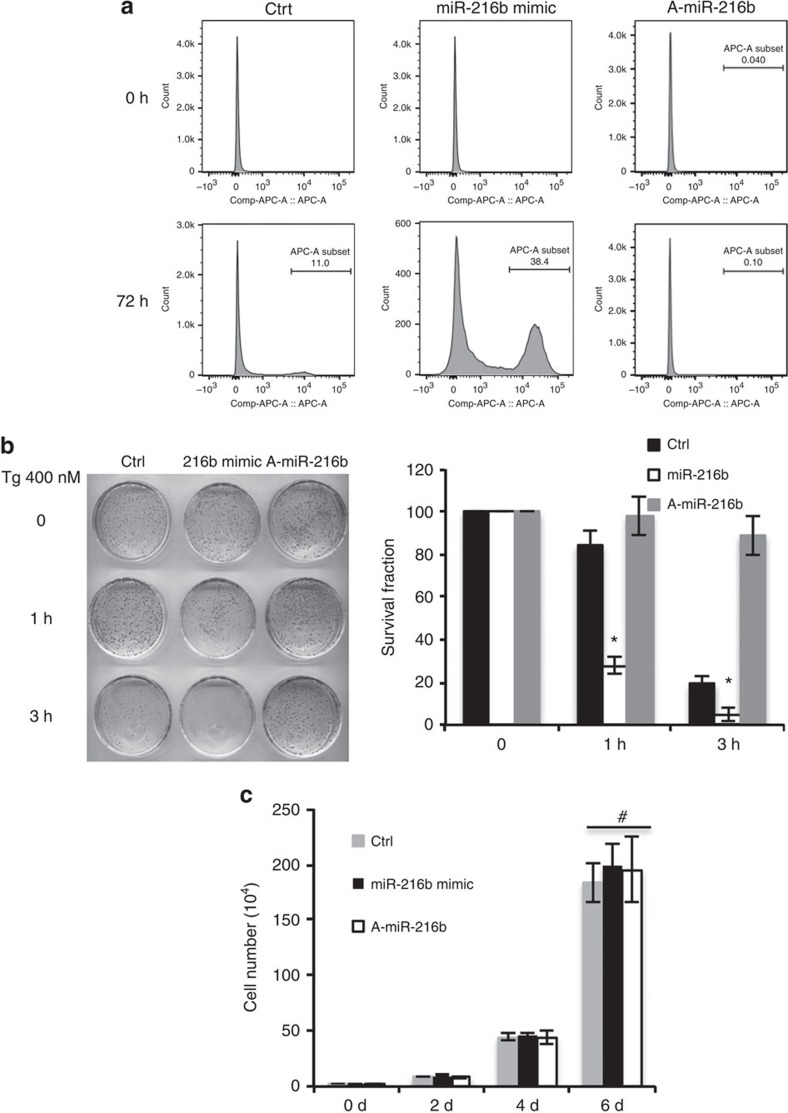
MiR-216b expression sensitizes cells to ER stress. (**a**) Representative FACS analysis histograms of U2OS stable cells expressing control, miR-216b or A-miR-216b after treatment with 500 nm TG. (**b**) U2OS cells stably expressing control, miR-216b or A-miR-216b were plated and treated with 400 nM TG for 1 or 3 h, and then returned to normal growth medium for 12 days (d). Plates were assessed for colony formation by staining with Giemsa staining (left). Quantification of colonies (right). (**c**) Cell doubling was quantified over 6 days. Values are means±s.d. (*n*=3) and statistical significance was analysed by Student's *t*-test. (*P<0.05; ^#^*P*>0.05).

**Figure 7:**
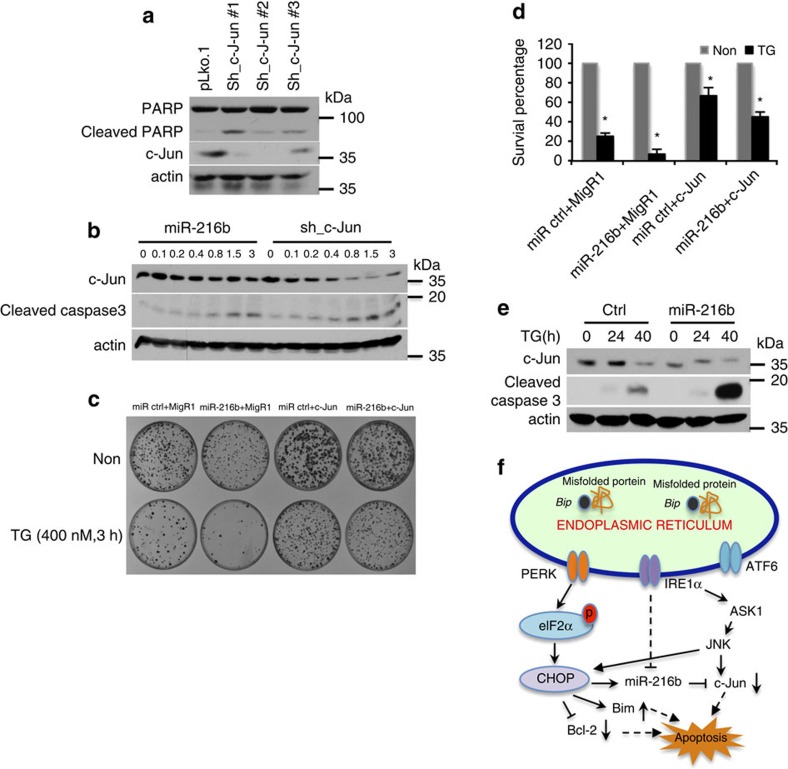
MiR-216b sensitizes cells to ER stress-dependent apoptosis via regulation of cJun. (**a**) c-Jun knockdown with three independent shRNA (top panel). Total and cleaved PARP and cJun were assessed by immunoblot (middle panel). (**b**) U2OS cells were infected with virus encoding either miR-216b or sh-c-Jun # 2 (from panel **a**) at varying viral concentrations (top). C-Jun and cleaved caspase 3 were quantified by immunoblot 48 h post infection. (**c**) U2OS cells stably expressing control, miR-216b or A-miR-216b were infected with retrovirus coding MIGR1 or c-Jun for 3 days, cells were plated at 2 × 10^3^ cells per 60 mm dish, treated with 400 nM thapsigargin (TG) for 1–3 h, and then returned to growth medium for 12 days. (**d**) Quantification of Giemsa-stained colonies from **c**. Average cell survival fractions (TG treatment/untreated). Values are means±s.d. (*n*=3). (**e**) miR-216b was introduced into CHOP^−/−^ cells, treated as indicated with TG and assessed for accumulation of cleaved caspase 3. (**f**) Model depicting CHOP-dependent regulation of miR-216b and CHOP-dependent apoptosis. Data are mean±s.d. of three independent experiments. Statistical analysis was analysed by Student's *t*-test (*P<0.05).

# Supplementary material for: miR-216b regulation of c-Jun mediates GADD153/CHOP-dependent apoptosis
**Source:** Nat Commun. 2016 May 13;7:11422. doi: 10.1038/ncomms11422
**Supplement:** Supplementary Information — Supplementary Figures 1-6

Supplementary Figure 1

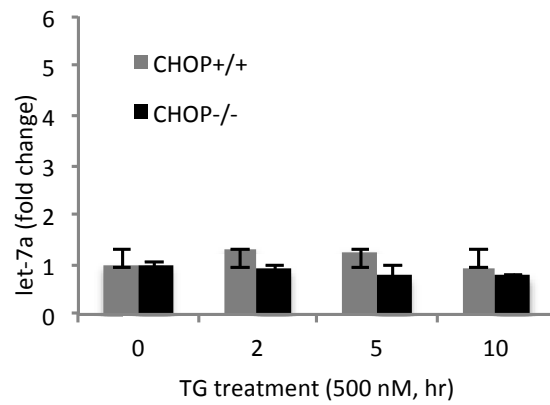

Supplementary Figure 1. qPCR analysis of let-7a in CHOP^{+/+} and CHOP^{-/-} MEFs treated with TG (500 nM) for indicated intervals. Data represent mean $\pm$ SD of three independent experiments. Statistical analysis were performed by Student's t-test.

Supplementary Figure 2

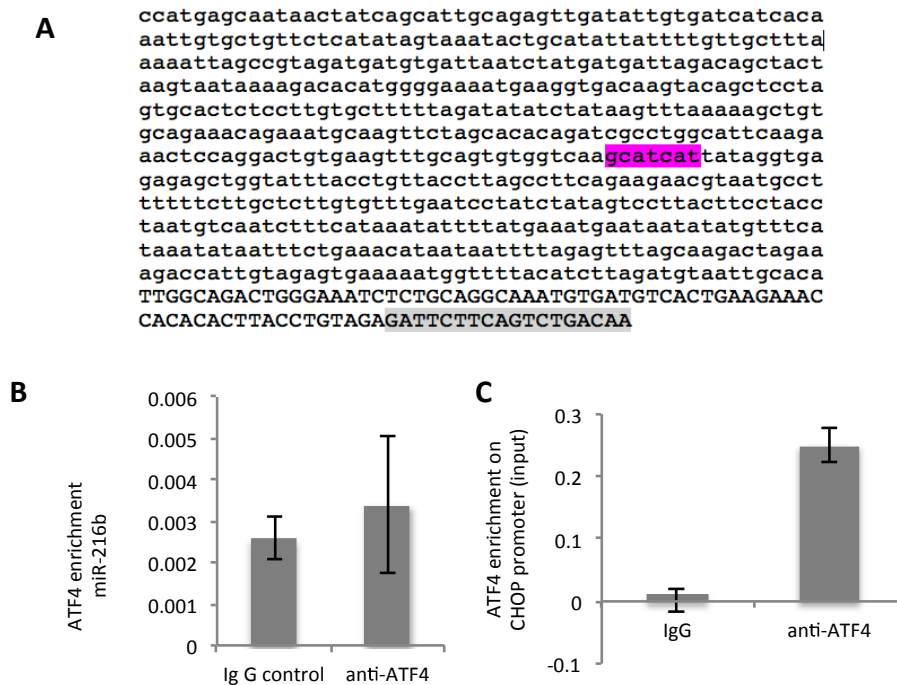

Supplementary Figure 2. (A) CHOP binding site -266 to -259 nucleotides upstream from TSS of mouse miR216b. (B-C) NIH3T3 cells were treated with TG (500 nM) for 5 hours, IgG or anti-ATF4 antibody was used for CHIP assay. The relative enrichment of ATF4 on the miR216b promoter (left panel) was confirmed by qPCR with specific primers. The success of precipitation of DNA was confirmed by the ATF4 enrichment on the CHOP promoter (right panel). Data represent mean $\pm$ SD of three independent experiments. Statistical analysis were performed by Student's t-test.

Supplementary Figure 3

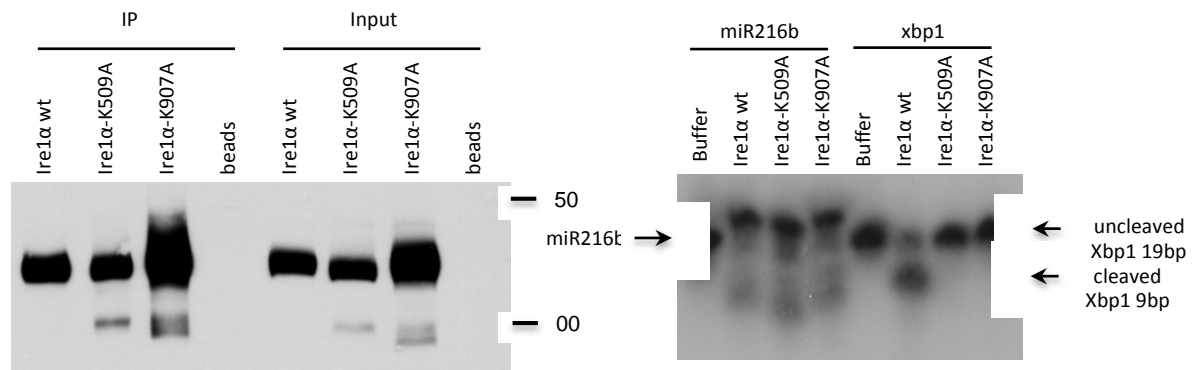

Supplementary Figure 3. (A) HA-tagged Ire1 α wt, Ire1 α -509A and Ire1 α -907A were transfected into 293T cells and the proteins were immunoprecipitated anti-HA antibody. **(B)** γ - ^{32} P ATP-labeled pre-miR216b and Xbp1 single stem-loop mini-substrate was incubated with immunoprecipitated proteins, and the cleaved products were resolved on a urea PAGE.

Supplementary Figure 4

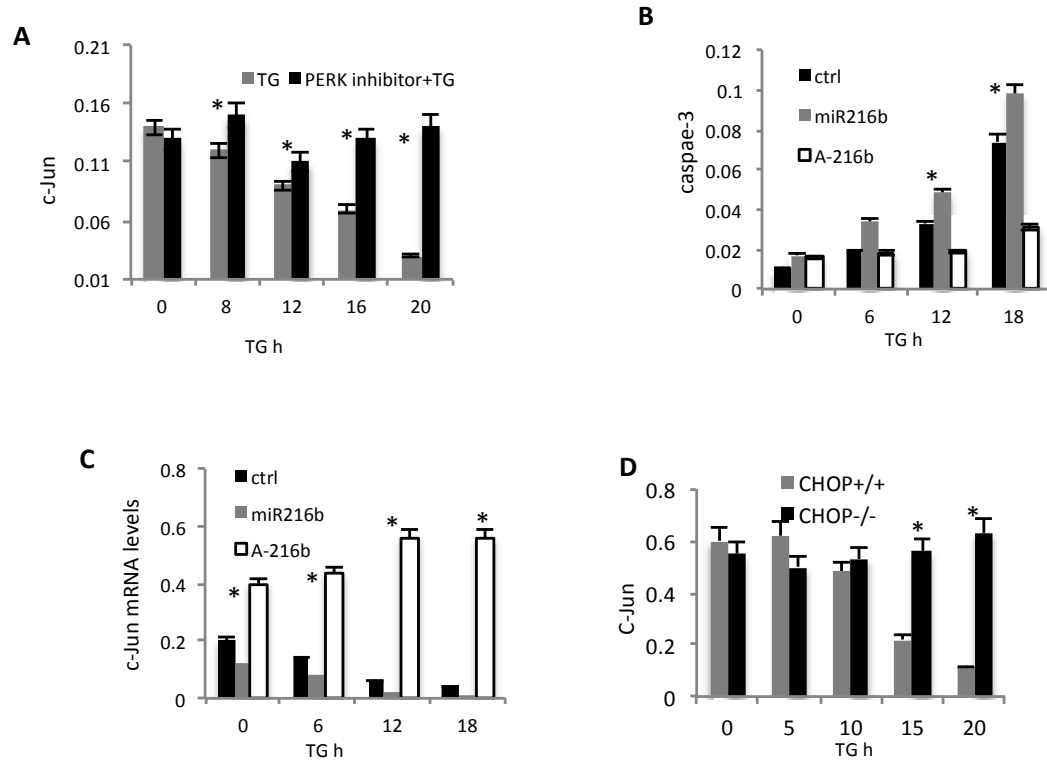

Supplementary Figure 4. MiR216b targets the c-Jun and sensitizes cells to ER stress

(A) Quantification of c-Jun in Fig 5C. (B) Quantification of c-Jun and caspase-3 Fig 5D (Normalized to actin). (C) c-Jun mRNA levels in cells from Fig 5D were quantified by q-PCR. (D) Quantification of c-Jun for figure 5J. Data represent mean $\pm$ SD of three independent experiments. Statistical significance were analyzed by Student's t-test. (* $P < 0.05$)

Supplementary Figure 5

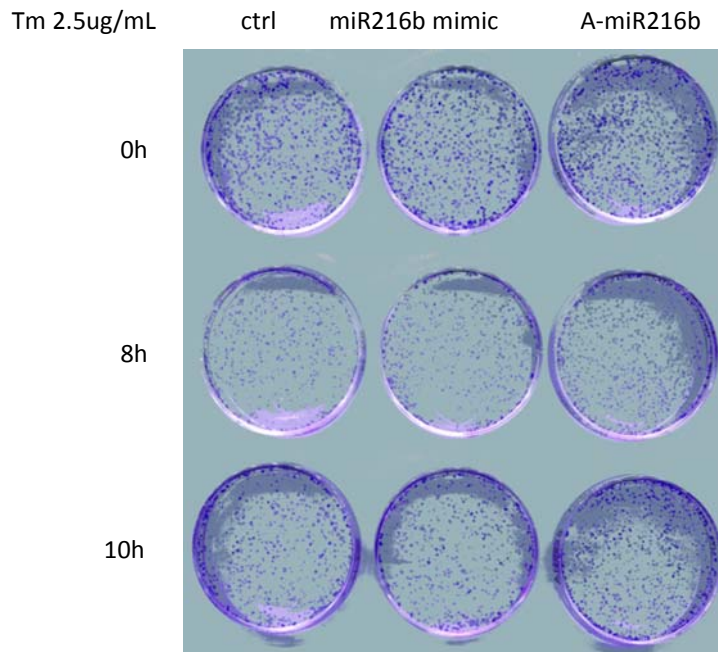

Supplementary Figure 5. (A) U2OS cells stably expressing control, miR216b mimic or A-miR216b were plated at 2×10^3 cells/60 mm dish, treated with Tm for 0, 8 or 10 hours, and then returned to growth medium for 12 days. Plates were assessed for colony formation by staining with Giemsa staining.

Supplementary Figure 6

Figure 2A

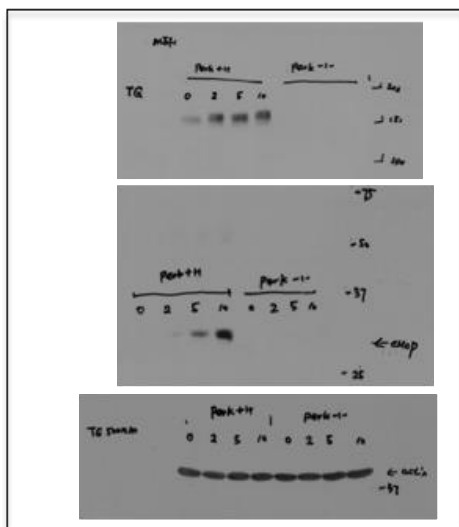

Figure 2C

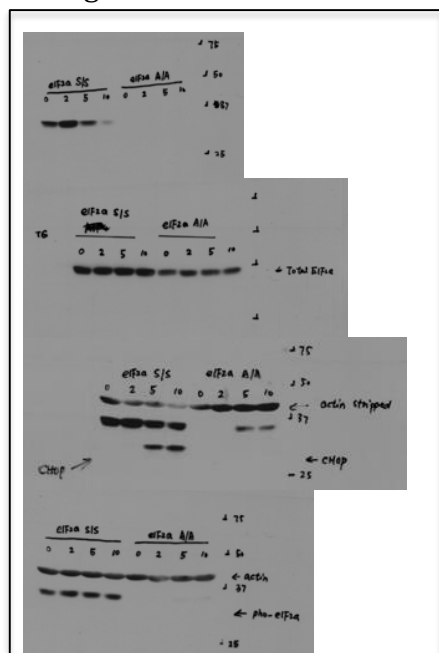

Figure 2F

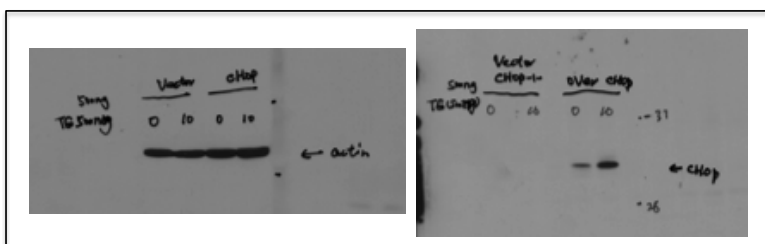

Figure 2B

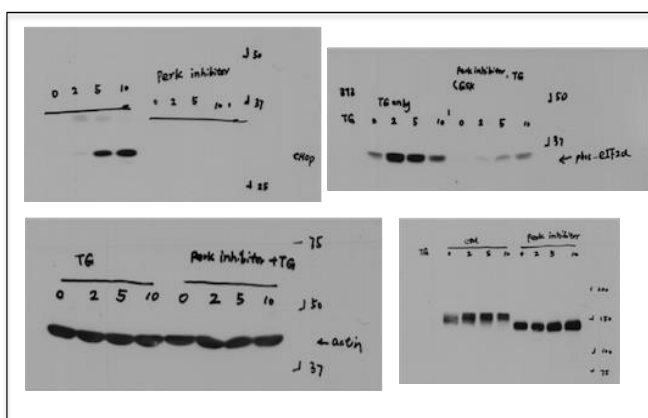

Figure 2D

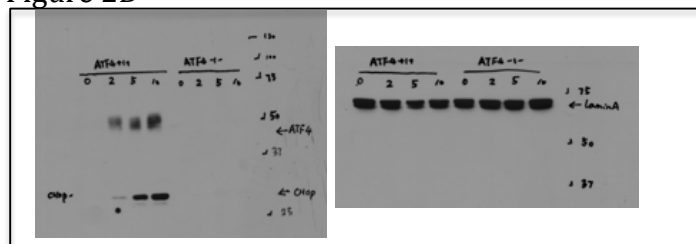

Figure 2E

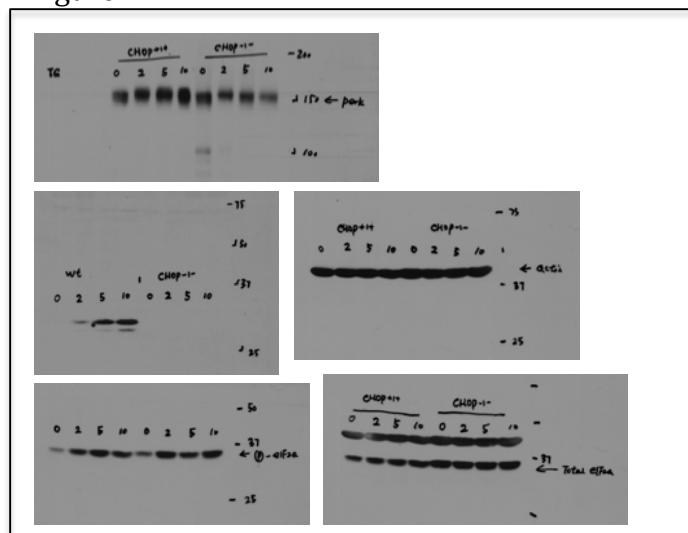

Supplementary Figure 6A
Full images of immunoblots in Figure 2.

Figure 4B

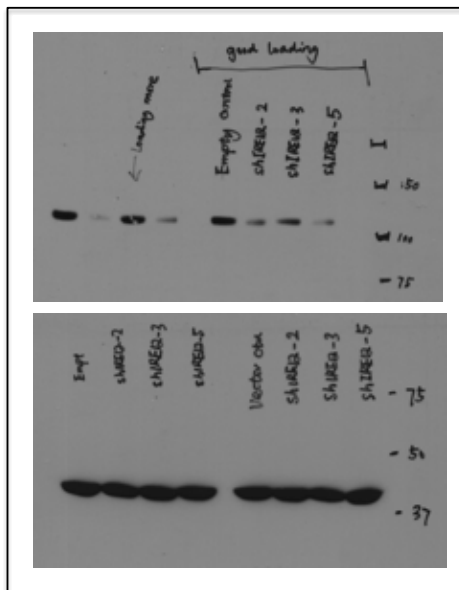

Figure 4D

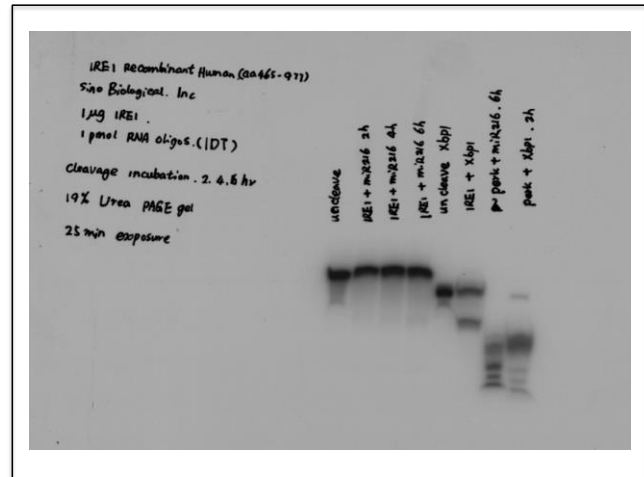

Figure 4E

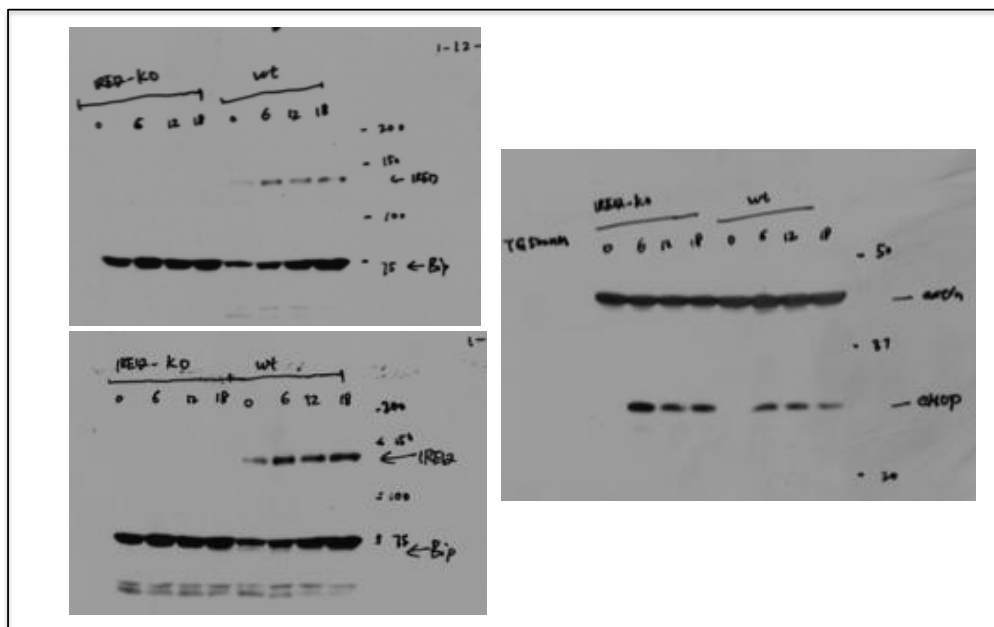

Supplementary Figure 6B Full images of immunoblots in Figure 4.

Figure 5C

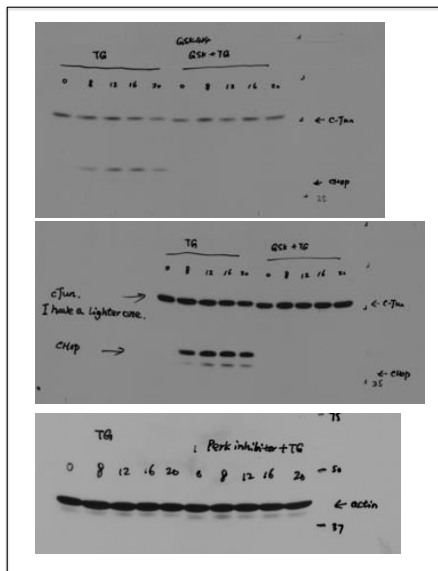

Figure 5D

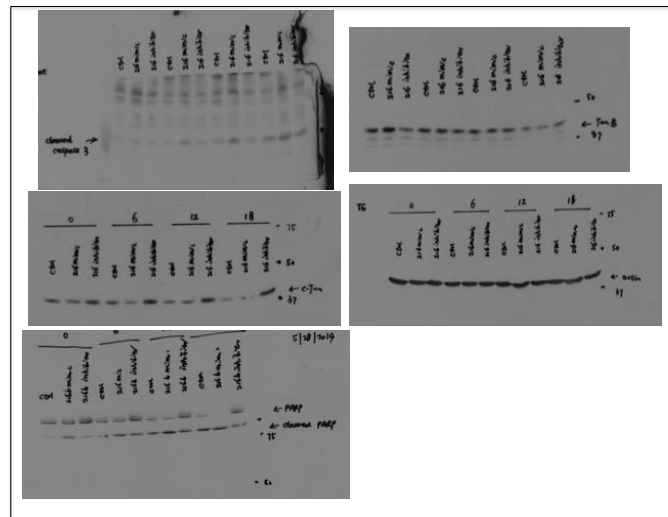

Figure 5F

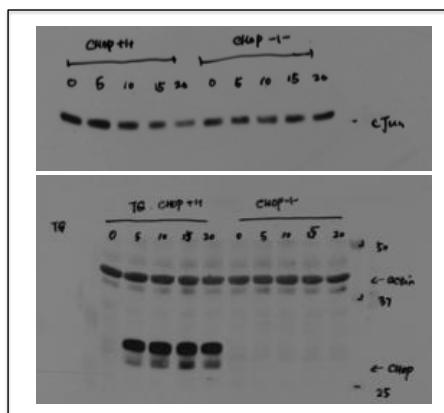

Figure 7B

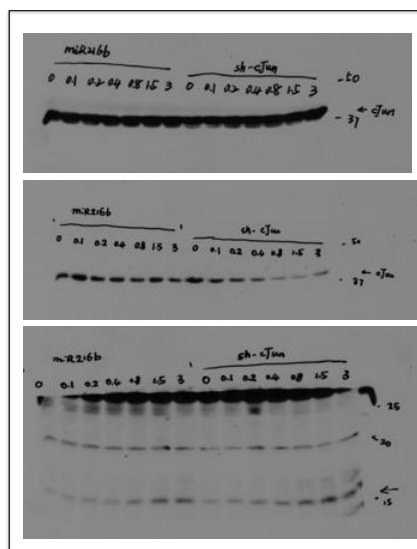

Figure 7E

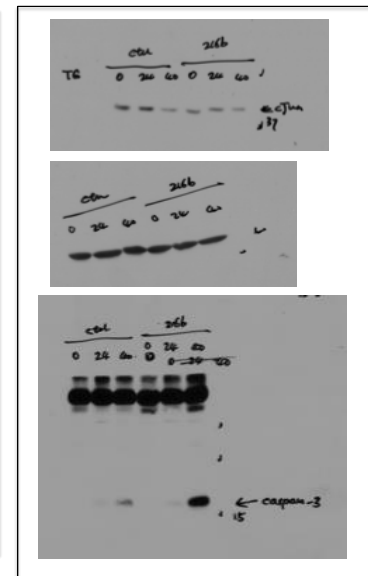

Supplementary Figure 6C Full images of immunoblots in Figure 5 and Figure 7.

How the deposited data were processed for this re-analysis (not part of the article)

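MicroRNAs were measured in mouse NIH3T3 fibroblasts at 0, 2, 5 and 10 h of 2 μg ml-1 tunicamycin, with 3 GeneChip miRNA arrays per time point and 12 in all. The sample labels and the methods give the same times and dose, and every array was mapped from its label. The deposited log2 values per probe set and array were made by the authors with RMA, of which no version is given in the submitters' processing notes. The methods name GeneSpring, analysis of variance and t-tests. The array version and the genome build of the array annotation are not given in the sources used here. A second table by the authors holds the same log2 values for all 1412 probe sets (largest difference 0), and beside them the authors' means, p-values with step-up adjusted values, linear ratios to 0 h, and, as score values made by the authors per the file headers, fold changes given as minus the inverse for a fall and analysis of variance statistics over time. Of these, only the p-values were used, and only where they are named as the authors'.

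No further normalization was applied. The 717 mature mouse probe sets, 121 of them star strands, were fitted with limma 3.58.1 in R 4.3.3 over all 12 arrays, with time as a factor of 4 levels and the prior variance as a trend of the mean. Each time point against 0 h, 5 h against 2 h and 10 h against 5 h were contrasts of that fit, and any change over time was the moderated F test over the 3 contrasts against 0 h. All tests were two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05. The contrast of 10 h against 2 h was added after the data were seen, to test differences between times. The 690 hairpin probe sets were fitted separately. Tests of 18 lists of miRNAs used camera with a preset correlation of 0.01, beside camera with an estimated correlation and fry, for lists with at least 3 tested probe sets, adjusted over 54 tests. The paper and its Fig. 1a had been seen before the lists of epithelial miRNAs, of the cluster of miR-216b and of pancreas miRNAs and the rule for named miRNAs were written. That rule takes the miRNAs that the paper names for the arrays or in its discussion of UPR-regulated miRNAs, the families labelled in Fig. 1a, and for each comparison with 0 h the 12 largest rises and the 12 largest falls among called probe sets whose 3 arrays do not overlap those at 0 h. The share of tested probe sets without overlap was 30.1% at 2 h, 21.5% at 5 h and 28.0% at 10 h, against 10% by chance.

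The number of arrays limits the precision. The median standard error of a log2 fold change at 10 h was 0.156. The background limit, the most frequent value of an array plus 3 times the spread below it, was chosen after the data were seen. No pair of arrays of a time point had identical values, with at most 0.283% of probe sets equal in both. The fit was tested on simulated data. Alternatives covered scaling (shift to 1 median, quantile normalization), filters on dim probe sets, the probe sets in the fit, the variance model, array weights, the methods' t-test, the arrays in the fit, replicate number as a block, each array left out, and the fold threshold. Probe sets of other species are not analysed here.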

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

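The tests weighing the epithelial miRNAs and the pair of deviating arrays, and the comparison of 10 h with 2 h, were chosen after the results were seen, while the comparisons of 5 h with 2 h and of 10 h with 5 h were planned.

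MiR-205 and miR-200c fell steeply within hours of tunicamycin, in a fibroblast line. MiR-200b, miR-200a and miR-203 were also lower, near or below the background limit, where the size of a fall is not measured. The median log2 change of the fibroblast miRNAs at 10 h was −0.011, with members between −0.49 and 0.30. These values were already processed with RMA, so a median near 0 does not by itself speak against normalization as the cause. A joint shift of bright probe sets in the deposited values is argued against by the range of the members. RNA from epithelial cells in the 0 h samples stays open. The falls of miR-205 and miR-200c from 0 h to 2 h differed by −0.32 (standard error 0.34), as a shrinking share of such RNA would give. MiR-141 and miR-429, which epithelial cells also express, were below the background limit at 0 h, with means of 1.81 and 1.69. MiR-141 shares a transcript with miR-200c, and miR-429 with miR-200a and miR-200b. Their low values therefore do not tell epithelial RNA from expression by the fibroblasts. A response of the cells to tunicamycin also stays open: had the making of miR-205 stopped at 0 h, it would have had to halve every 0.533 h (32.0 min), and no decay was measured. Time in culture or handling stays open too, since no untreated arrays cover the later times. Among called probe sets, the largest fall at 2 h outside the epithelial list was −1.08, in miR-466f-3p. Its 0 h values were 7.52, 8.56 and 7.22, the highest on the second 0 h array, which deviated as described below.

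The second 0 h array and the second 5 h array deviated from the other arrays of their time points in part of the same probe sets. Of 65 and 46 probe sets with a deviation of at least 0.5, 23 were shared in the same direction. A swap of their labels is argued against, since miR-205 on the 0 h array lay 6.89 above the other 5 h arrays. The deviations were not a shift of all probe sets in the deposited values, since the larger median deviation was 0.0718 of the spread of the deviations. These values were already processed with RMA, so array-wide brightness before that step cannot be judged. A shared batch or handling may account for the correlation of 0.60 between their deviations across probe sets, which are not independent replicates, but no batch is given, and no biological explanation was tested.

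The following differed between time points in their change from 0 h, by the limma test of the difference. Called at both times in opposite directions, from 2 h to 5 h, were miR-10b with a difference of −0.67, miR-1187 with 1.34, miR-149 with −0.50, miR-2132 with 0.53 and miR-24-2* with 0.49. From 2 h to 10 h these were miR-10a with −0.43, miR-10b with −0.68, miR-149 with −0.60, miR-2132 with 0.43, miR-2137 with −0.56 and miR-351 with −0.60. Each of these differences also passed with each array shifted to 1 median and after quantile normalization. The opposite calls depend on the scaling: with the shift, only miR-10b from 2 h to 5 h still had them, and after quantile normalization all but miR-1187 and miR-24-2* did.

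The others differed by at least 2-fold. From 2 h to 5 h they were miR-200c with −2.18, miR-205 with −3.12, miR-450b-3p with −1.40, miR-466f-3p with 1.54, miR-466i with 1.28, miR-543 with −1.13 and miR-669n with 1.08. From 2 h to 10 h they were miR-147 with 1.04, miR-181a-2* with −1.50, miR-200c with −2.24, miR-205 with −3.41, miR-216a with 1.32, miR-216b with 1.47, miR-217 with 2.15, miR-450b-3p with −1.27, miR-466f-3p with 1.29, miR-503* with −1.50 and miR-543 with −1.41. From 5 h to 10 h they were miR-146a with −1.22, miR-216a with 1.24, miR-216b with 1.51 and miR-217 with 1.89. These are fitted log2 differences, which are no bounds on a fold where a time point was below the background limit, as for miR-205, miR-200c and miR-216a.

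MiR-16*, not seen among the labels of Fig. 1a, was lower at 10 h than at 0 h, with a fitted log2 change of −1.11 (adjusted p = 0.043 in limma), at least 1.55-fold. Of 23 alternatives run for it, 12 ended the call.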

How the results depend on the processing

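The alternatives were planned, except leaving out both deviating arrays (the second at 0 h and at 5 h) and keeping only probe sets above the background limit, which were chosen after the data were seen. Signs were followed for the miRNAs that the paper names and for the 12 largest rises and falls of each comparison with 0 h. No called difference of these from 0 h changed sign under any alternative, nor did the rises of miR-216b and miR-217 from 5 to 10 h. Signs of the other called probe sets were not followed. Not called at any time, miR-211 changed sign when 1 array was left out, with differences of −0.48 to 0.18 at 2 h, −0.23 to 0.70 at 5 h and −0.36 to 0.30 at 10 h, and the balance of rises and falls at 2 h, at 10 h and from 5 to 10 h turned with the shift below, and that at 5 h (22 higher, 29 lower) and from 2 to 5 h (32 higher, 35 lower) with quantile normalization. MiR-216b and miR-217 passed the test at 10 h under every alternative run. Of 94 calls of the other named miRNAs, 28 held under all alternatives and 66 were ended by 1 or more, at most 19. Where no construction shows the cause, the cause was not tested. Counts of at least 2-fold are by fitted values.

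The mean array medians at 2, 5 and 10 h differed from that at 0 h by 0.04, 0.01 and −0.08. With each array shifted to 1 median, which removes these differences, 7 probe sets were higher at 2 h (0 at least 2-fold), 11 higher and 11 lower at 5 h, 18 lower at 10 h, 18 lower from 2 to 5 h and 5 lower from 5 to 10 h, 93 changed over time, and 1 list was higher at 2 h. Quantile normalization gave 16 lower from 5 to 10 h. Without the trend, 24 were higher at 2 h, 19 higher and 13 lower at 5 h, 24 and 30 at 10 h, 20 lower from 2 to 5 h, 7 and 13 from 5 to 10 h, and 91 changed. All probe sets in 1 fit gave 34 higher at 2 h, and leaving out star strands 20 higher at 5 h. The brighter 50% of probe sets, a smaller number tested, gave 2 at least 2-fold lower at 5 h and 4 at 10 h, lists lower 0 at 5 h, higher 0 and lower 1 at 10 h, and called miR-216b at 2 h (log2 difference 0.43, adjusted p = 0.033). A fit of 2 time points alone gave 14 higher and 13 lower at 5 h and 17 lower from 5 to 10 h. A t-test on the arrays of 2 time points stood for the t-tests that the methods name. It is not the authors' own test, since its p for miR-216b at 2 h was 0.029, against 0.0068 in the authors' values. Without adjustment it gave 91 higher at 2 h, 60 higher and 50 lower at 5 h and 78 higher at 10 h. It gave 61 lower from 2 to 5 h and 33 and 56 from 5 to 10 h. It passed miR-216b at 2 h (0.43) and 5 h (0.39) and miR-217 at 5 h (0.44). With adjustment it gave 15 higher and 21 lower at 2 h (0 and 3 at least 2-fold), 6 and 4 at 5 h (3 lower at least 2-fold), 21 and 19 at 10 h (4 lower at least 2-fold), 18 and 14 from 2 to 5 h, 7 and 4 from 5 to 10 h, and 97 changed. The 2-fold threshold alone gave 13 lower at 2 h and 33 changed. An estimated correlation left 1 list higher and 1 lower at 10 h, and fry called 1 higher and 6 lower at 2 h and 1 higher and 2 lower at 5 h. Without both deviating arrays, 34 were higher at 2 h and 19 higher and 12 lower at 5 h. Above the background limit, 3 were at least 2-fold lower at 5 h, 1 list was lower at 10 h, and miR-216b passed at 2 h (0.43, adjusted p = 0.039).

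Leaving out 1 array at a time gave 29 to 60 higher and 28 to 43 lower at 2 h (0 to 1 and 5 to 10 at least 2-fold), 18 to 35 and 11 to 32 at 5 h (2 to 3 and 4 to 6), 31 to 44 and 37 to 53 at 10 h (3 to 5 and 7 to 9), 34 to 50 and 28 to 42 from 2 to 5 h, 6 to 14 and 10 to 28 from 5 to 10 h, 116 to 168 changed over time and 20 to 25 of them at least 2-fold. The 10 at least 2-fold lower at 2 h came without the first 0 h array. Lists were 0 to 1 higher and 3 to 4 lower at 2 h, 1 to 2 lower at 5 h, and 2 higher and 2 to 4 lower at 10 h. MiR-216b differed by 0.31 to 0.53 at 2 h, 0.27 to 0.49 at 5 h and 1.78 to 2.00 at 10 h, and miR-217 by 2.22 to 2.50 at 10 h. Replicate number as a block gave 43 higher and 33 lower at 2 h, 24 and 21 at 5 h and 38 and 44 at 10 h, though the numbers pair the arrays poorly, since 3 of 12 arrays correlated best with arrays of their own number. A filter on detection calls was not run, as the tables hold none, and the other deposited table has identical values. The signal over background limits what can be seen for dim miRNAs such as miR-211.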

Differences from the paper's values

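All settings named here were planned before the data were examined, except the 2 marked as chosen after the values were seen.

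The heat map of Fig. 1a shows about 35 probe sets, read by eye, as the paper's set of at least 2-fold changes, with a legend that names Student's t-test without tying it to this panel, and 21 passed the moderated F test with a fitted change of at least 2-fold between time points here. The 2-fold threshold alone gave 33, leaving out the second 0 h array 24 and leaving out the third 0 h array 25, each within 1.5 times of the paper's number. The other alternatives set at that stage gave 14 to 23 and did not come within it. Leaving out both the second 0 h array and the second 5 h array, chosen after the values were seen, gave 25. Of 31 labels of Fig. 1a read by eye, 16 were called with all arrays and 16 without these arrays, with 1 lost and 1 gained.

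The paper places the accumulation of miR-216b mainly between 5 and 10 h and also reports its increase by qPCR. For the arrays it reports miR-216b and miR-217 as increased throughout the time course. In limma both were higher at 10 h, by 1.90 and 2.32 on the log2 scale, and neither passed at 2 h or at 5 h, with differences of 0.43 and 0.39 for miR-216b (adjusted p = 0.091 and 0.17) and 0.18 and 0.44 for miR-217 (adjusted p = 0.64 and 0.24), although every array at both times lay above every 0 h array for each. MiR-216b passed at 2 h among the brighter 50% of probe sets (adjusted p = 0.033 in limma), in a t-test without adjustment, and when adjusted over its cluster alone. It also passed among probe sets above the background limit (adjusted p = 0.039 in limma), a setting chosen after the values were seen, which drops neither miRNA. Over the 12 fits that leave out 1 array, its adjusted p at 2 h ranged from 0.064 to 0.28. At 5 h a t-test without adjustment passed miR-216b and miR-217. Fry called the cluster higher at 5 h (adjusted p = 0.013), a list that follows the paper's report and is not independent evidence. No setting run passed miR-217 at 2 h. The authors' own p-values without adjustment were 0.0068 at 2 h and 0.011 at 5 h for miR-216b, and 0.28 and 0.020 for miR-217. Adjusted over the 717 probe sets, they were 0.0628 at 2 h and 0.113 at 5 h for miR-216b, and 0.559 and 0.152 for miR-217.

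The paper names induction of miR-211 as its internal control. On the arrays only 1 of 12 values of miR-211 was above the background limit, so they can neither show nor exclude its induction. It did not pass the test at any time under any alternative run, and the sign of its difference from 0 h changed at each time when 1 array was left out.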

Other observations

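The lists of miRNAs and the tests of other groupings of the arrays were planned, and no test in this part was chosen after its result was seen, except that leaving out both deviating arrays was chosen after the data were seen. Among miRNAs that the paper discusses as cleaved by Ire1, miR-17 and miR-34a were lower at 2 h, with log2 fold changes of −0.26 and −0.41 (adjusted p = 4.3e-05 and 1.0e-04 in limma), and at 10 h the differences were −0.04 and −0.14, which did not pass. MiR-125b-3p was higher at 5 h by 0.42, though not with each array shifted to 1 median. The other strand, miR-125b-5p, had a mean log2 value of 14.57 at 0 h. It differed by 0.010, −0.009 and −0.011 at 2, 5 and 10 h (adjusted p = 0.83, 0.87 and 0.80 in limma). MiR-96, also named there, did not pass, with differences of −0.23, −0.11 and −0.47 at 2, 5 and 10 h (adjusted p = 0.73, 0.90 and 0.43 in limma). The list of these miRNAs was not called by camera at any time. Of the 3 members of the cluster that holds miR-106b, miR-93 and miR-25, which the paper discusses as suppressed through PERK, miR-106b was lower at 2 h by a log2 fold change of −0.47 (adjusted p = 1.6e-05), and miR-106b and miR-93 at 10 h by −0.18 and −0.12. Of 26 alternatives, none ended the call at 2 h, while at 10 h 7 ended that of miR-106b and 17 that of miR-93, the shift of each array to 1 median among them for both. Of 7 probe sets of miRNAs of the p53 response, 1 was higher and 2 lower at 2 h (2 and 3 when adjusted over the list alone, 0 and 2 with the shift), and the list was not called by camera (adjusted p = 0.18). MiR-34b-3p had a log2 fold change of 0.26 (adjusted p = 0.0031), and miR-34c of the same cluster one of −0.50 (adjusted p = 1.5e-05).

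Of 47 probe sets of the cluster within Sfmbt2, whose members have closely related sequences and may share signal, 5 were lower at 2 h (4 when adjusted over the list alone, 4 with each array shifted to 1 median and 2 without both deviating arrays). Among them was miR-466f-3p at a log2 fold change of −1.08, with its highest 0 h value on the deviating second 0 h array. The camera adjusted p was 1.6e-04, and the adjusted p = 0.026 with an estimated correlation. MiR-466f-3p matched a label of Fig. 1a, so this list, too, may not be independent of the paper's report of these arrays. At 10 h 0 were higher and 3 lower (0 lower when adjusted over the list alone, 0 with the shift, and 2 higher and 4 lower without both deviating arrays), with a camera adjusted p = 0.018 and an adjusted p = 0.077 with an estimated correlation. The list of the Dlk1-Dio3 region had 60 probe sets, with those of miR-342 and miR-345, which lie outside that region, among them. Of the 60, 6 were higher, miR-342-3p among them (0.31), and 1 lower at 2 h. With the shift 0 were higher, and without both deviating arrays 3. Of 9 members of the let-7 family, 2 were higher and 4 lower at 10 h, among them let-7a at −0.15, and 0 of either with the shift. Of 27 fibroblast probe sets, 2 were higher and 5 lower at 10 h, with miR-145 at 0.30 and miR-199a-3p at −0.32, and 1 was higher and 0 lower with the shift. The pancreas list, which shares the 3 members of the cluster of miR-216b, had those 3 of 5 higher at 10 h, which is not independent evidence, since the paper reports the rise of miR-216b and miR-217 from these arrays. The lists for muscle, blood cells, neurons, liver and the cluster of miR-183 had 0 members called at any time in limma, with 0 or 1 at an unadjusted p under 0.05 for each list and time, and were not called by camera. Adjusted over the list alone, 1 liver probe set was higher at 2 h and 1 of the cluster of miR-183 at 10 h.

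No hairpin probe set of 690 was called in limma at any time, and 43, 45 and 52 had an unadjusted p under 0.05 at 2, 5 and 10 h. Between 23.6% and 28.0% of the hairpin probe sets of an array were above its background limit, so most were at background. The hairpins of miR-217 and miR-216a had means below every limit at 0 h and at 10 h, and that of miR-216b had a mean of 2.97 at 0 h, below the limits there, and 3.41 at 10 h (adjusted p = 0.48 in limma). Near background, the fitted log2 differences at 10 h were 0.57 for miR-217, 0.44 for miR-216b and 0.37 for miR-216a. Their unadjusted p in limma were 0.0043, 0.018 and 0.053.

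The arrays were also regrouped. The 6 arrays of a comparison can be split in 10 ways, too few for a share under 0.05. The real split called 95 probe sets at 2 h, 60 at 5 h, 91 at 10 h, 77 from 2 to 5 h and 40 from 5 to 10 h, and 6, 8 and 13 at least 2-fold at 2, 5 and 10 h. For each of these counts the highest of the other splits was 0, so that 1 split of 10 called as many. For lists the real split called 3 at 2 h, 1 at 5 h and 5 at 10 h, the highest of the others were 2, 1 and 3, and 1, 5 and 1 splits called as many. Of 100 groupings of the 12 arrays into 4 times, 1, the real one, called as many as 156 probe sets with a change over time, with 28 as the highest other. With at least 2-fold, 1 called as many as 21, with 4 as the highest other. A chance assignment of these 12 arrays to the times is argued against for these counts. The regrouping treats the arrays as independent, which is not known, so it cannot exclude chance differences between cultures or array runs.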
